# AQP1 Suppresses Clear Cell Renal Cell Carcinoma via Epigenetic Silencing and TNF-Mediated Apoptosis

**DOI:** 10.3390/ijms27125215

**Published:** 2026-06-09

**Authors:** Shuo Pang, Yingwei Bi, Yuxin Liu, Shiming Wang, Bolin Yi, Liang Zhu, Jianbo Wang

**Keywords:** Aquaporin-1, clear cell renal cell carcinoma, prognosis, epigenetic silencing, TNF signaling

## Abstract

Clear cell renal cell carcinoma (ccRCC) is notorious for its clinical unpredictability. While Aquaporin-1 (AQP1) is a major water channel in healthy kidneys, its specific role and regulatory mechanisms in ccRCC remain unclear. Using bioinformatics analysis of 610 TCGA-KIRC patients (RNA sequencing and DNA methylation), single-cell transcriptomics of 27,402 cells, and experimental validation (CCK-8, scratch, Transwell, and xenograft assays, with Western blotting, HE staining, and immunohistochemistry), we systematically characterized AQP1 expression, regulation, and function. AQP1 was significantly downregulated in ccRCC via promoter hypermethylation, with single-cell analysis confirming tumor cell-specific loss. Low AQP1 correlated with worse prognosis; multivariate Cox regression identified AQP1 as an independent protective factor (HR = 0.510, *p* < 0.001), and a prognostic nomogram showed good predictive accuracy for 1-, 3-, and 5-year survival. AQP1 overexpression suppressed proliferation, migration, invasion, and xenograft growth, accompanied by upregulation of TNF-α, TNFRSF1A, Bax, and Cleaved Caspase-3 and reduced Vimentin, suggesting activation of TNF-related pro-apoptotic signaling. AQP1 is epigenetically silenced in ccRCC and suppresses tumor growth via TNF-mediated apoptosis, establishing it as an independent prognostic biomarker and candidate therapeutic target.

## 1. Introduction

Renal cell carcinoma (RCC) poses a major public health challenge globally. According to 2022 statistics, there were approximately 434,840 new cases worldwide, with the incidence rate climbing by about 1% each year [1]. Within the different histological types, clear cell renal cell carcinoma (ccRCC) appears as the most frequent and aggressive form. It accounts for roughly 75–80% of all cases and causes the majority of RCC-related mortalities [2]. Although modern abdominal imaging has improved our ability to detect incidental renal masses early, managing metastatic progression remains difficult. Data indicates that 25–30% of patients already have synchronous metastases at diagnosis, and a large number of patients with localized disease still experience recurrence even after curative nephrectomy [3,4]. At present, clinicians rely mainly on the Tumor-Node-Metastasis (TNM) staging system for decision-making [5]. However, this anatomical classification has limitations; it often fails to account for the molecular diversity and biological behavior of renal tumors. As a result, patients with the exact same pathological stage can have widely divergent clinical outcomes [6,7]. Therefore, finding robust molecular biomarkers to complement traditional staging is urgent to improve risk stratification and guide personalized therapy.

Aquaporins (AQPs) are a group of small membrane proteins that act as channels, allowing water and solutes to pass through cell membranes rapidly. This discovery fundamentally changed our view of how cells manage fluid [8]. Of the mammalian types, Aquaporin-1 (AQP1) is the most abundant. It is found constantly in the proximal tubule and the thin descending limb of Henle’s loop in the kidney [9]. In terms of physiology, AQP1 is vital. It reabsorbs roughly 80% of the filtered fluid, which helps maintain the balance between glomerular filtration and tubular reabsorption, as well as controlling cell volume [10]. We can see how critical this protein is by looking at Aqp1-knockout mice. These mice lose the ability to concentrate urine (polyuria) and struggle to handle osmotic stress [11]. Interestingly, AQP1 does more than just transport water. Recent evidence points to it affecting other cellular functions, such as cell migration and the growth of new blood vessels (angiogenesis). This suggests it could be involved in disease processes that go beyond simple fluid imbalance.

Problems with AQP1 regulation are linked to various kidney diseases, including acute injury and cancer. Because of this, clinically, it is seen as a potential indicator [12]. For renal cell carcinoma specifically, researchers are focusing on AQP1 as a non-invasive way to detect tumors early. Morrissey and colleagues found that AQP1 levels in urine—often tested alongside Perilipin-2 (PLIN2)—are significantly higher in patients with clear cell or papillary RCC than in healthy people or those with benign conditions [13]. Larger studies have confirmed this, showing that testing for AQP1 has high sensitivity and specificity for finding asymptomatic renal masses [14]. Essentially, tumor cells seem to shed AQP1 into the urine, which makes it an effective target for screening [15]. However, using it as a diagnostic marker in urine is one thing; understanding its biological role inside the tumor is another. We still need to clarify exactly how abnormal AQP1 expression affects the tumor microenvironment and what it predicts for a patient’s long-term survival.

Recent studies indicate that AQP1 behaves differently in cancer depending on the tissue context. While we know AQP1 is vital for water transport in healthy kidneys, its specific role in ccRCC—how it is regulated and what it means for patient outcomes—is still largely a mystery.

## 2. Results

### 2.1. AQP1 Downregulation in ccRCC Correlates with Disease Progression

Analysis of 610 TCGA-KIRC samples (538 tumor, 72 normal) revealed significant AQP1 downregulation in tumors versus normal kidney tissues in both unpaired (Wilcoxon test, *p* < 0.001; Figure 1A) and paired analyses of 72 matched pairs (paired Wilcoxon test, *p* < 0.001; Figure 1B). ROC curve analysis yielded an AUC of 0.7456 (*p* < 0.001), indicating fair discriminatory ability. While this suggests AQP1 may serve as a supplementary indicator rather than a standalone diagnostic biomarker, its prognostic value was further supported by multivariate Cox regression and nomogram integration with established clinical variables. ROC curve analysis demonstrated acceptable diagnostic performance (Figure 1C).

Stage-stratified analysis revealed progressive AQP1 decline with advancing disease: mean expression decreased from 725.3 TPM in Stage I (n = 271) to 599.9 TPM in Stage II (n = 58), 489.4 TPM in Stage III (n = 123), and 415.2 TPM in Stage IV (n = 84). The Kruskal–Wallis test confirmed significant inter-stage differences (*p* < 0.001), with post hoc pairwise comparisons showing Stage IV expression significantly lower than Stage I (adjusted *p* < 0.001) and Stage II (adjusted *p* < 0.01) (Figure 1D), indicating correlation with tumor progression.

### 2.2. Promoter Hypermethylation Contributes to AQP1 Silencing

Examination of AQP1 promoter methylation using the cg13512830 probe revealed significantly elevated methylation in tumors versus normal tissues (Wilcoxon test, *p* < 0.001; Figure 1F). Correlation analysis demonstrated a significant inverse relationship between promoter methylation and mRNA expression (Pearson’s *r* = −0.22, *p* = 2.5 × 10^−5^; Figure 1E). Although the correlation was modest, this finding suggests promoter hypermethylation represents one mechanism contributing to AQP1 transcriptional repression in ccRCC, likely operating alongside other regulatory pathways.

### 2.3. AQP1 Expression Is an Independent Prognostic Factor in ccRCC

Among 527 ccRCC patients with complete clinical data, patients were divided into AQP1-high (*n* = 264; mean: 979.77 TPM) and AQP1-low (*n* = 263; mean: 243.92 TPM) groups using the median expression (525.56 TPM) as the cutoff, representing a 4.02-fold difference. Kaplan–Meier analysis revealed significantly shorter overall survival in the AQP1-low group compared to high expressors (log-rank test, *χ*^2^ = 40.06, *p* < 0.001; Figure 2A). Time-dependent ROC analysis demonstrated moderate prognostic accuracy at 1-year (AUC = 0.678), 3-year (AUC = 0.688), and 5-year (AUC = 0.694)(Figure 2B). Although these values indicate fair rather than excellent discrimination, AQP1′s prognostic significance was reinforced by its identification as an independent factor in multivariate Cox regression and its integration into a nomogram with clinical variables.

Multivariate Cox regression adjusting for age, gender, and pathological stage identified high AQP1 expression as an independent protective factor (HR = 0.510, 95% CI: 0.358–0.728, *p* < 0.001; Figure 2C). Other independent prognostic factors included age (HR = 1.031 per year, 95% CI: 1.016–1.046, *p* < 0.001) and advanced stage, with Stage III (HR = 2.294, 95% CI: 1.515–3.472, *p* < 0.001) and particularly Stage IV (HR = 5.755, 95% CI: 3.856–8.588, *p* < 0.001) showing markedly elevated mortality risk compared to Stage I. Gender showed a borderline trend, with males demonstrating marginally better survival than females (HR = 0.767, 95% CI: 0.549–1.073, *p* = 0.122). Stage II exhibited no significant difference from Stage I (HR = 1.322, 95% CI: 0.708–2.467, *p* = 0.381).

A prognostic nomogram integrating AQP1 expression with significant clinical variables was developed to predict individual 1-, 3-, and 5-year survival probabilities (Figure 2D). Calibration curves demonstrated excellent agreement between predicted and observed survival (Figure 2E), validating the model’s clinical utility.

### 2.4. AQP1 Overexpression Activates Inflammatory and Immune Regulatory Pathways

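RENCA is an established mouse renal adenocarcinoma cell line. RENCA cells were transduced with a lentivirus that carried AQP1 (oe-AQP1) or with its negative control (oe-NC), at a multiplicity of infection of 20. They were then selected with puromycin at 2 μg/mL for 14 days, and RNA from 3 samples of each group was sequenced. The authors sequenced paired-end Illumina libraries of total RNA, aligned the reads to the mouse genome GRCm39 and deposited an estimated read count for each of 78298 genes in each sample. These expected counts need not be whole numbers and were not scaled between samples. The paper's text names no aligner, read counter or low-count filter for this experiment. The counts summed to 19758517.73, 21920898.67 and 20468700.71 in oe-AQP1 samples 1 to 3, and to 19788719.78, 18385714.02 and 21396273.57 in oe-NC samples 1 to 3. For the values given here, the expected counts were rounded to whole numbers, and genes with low counts were left out with edgeR's filterByExpr, which kept 15522 genes. Samples were scaled by the TMM method, with factors from 0.993 to 1.006, and the groups were compared by limma-voom. FDR stands for the Benjamini-Hochberg adjusted p-value of that test, and log2FC for the log2 fold change of oe-AQP1 against oe-NC. CPM stands for the count scaled by library size and the TMM factor. Gene positions are those of the GENCODE M39 annotation on GRCm39. A chi-square comparison of the counts of samples in the same group gave 1.74 to 11.3 per gene, where sampling noise alone gives about 1. All 6 samples entered as separate replicates, though this spread cannot tell separate cultures from repeat libraries of one culture. Each group is a single transduced population, so the p-values measure spread within populations only. They cannot separate AQP1 from another difference between the 2 populations. The low-count filter was a choice that moved the number of DEGs strongly.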

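Between oe-AQP1 and oe-NC cells, 812 genes passed both thresholds of the paper, an FDR under 0.05 and an absolute log2FC above 1. Of these, 681 were higher and 131 lower in oe-AQP1 cells. The paper states that it left out interferon-stimulated and viral defense genes and kept inflammatory mediators. Here such genes were defined from 17 GO terms in the deposited annotation and from gene families, with mediators kept, and 167 DEGs belonged to this set. The remaining 645 DEGs comprised 519 higher and 126 lower genes. Membership rests on annotation and gene names, so genes outside the set may still respond to interferon. With at least 10 counts required in every sample, 339 DEGs lay outside the set, 276 higher and 63 lower. With the FDR threshold alone there were 4797, 2276 higher and 2521 lower, so the excess of higher genes came with the fold threshold. Many calls rested on few reads, since 251 of the 645 genes had a mean under 20 counts per sample, and 282 were not protein-coding. Over all DEGs with a mean of at least 10 counts in the higher group and no overlap between groups, the largest increases after Aqp1 were those of Parp11 (log2FC = 6.63, FDR = 4.39e-07), Cngb3, Gm12250 (log2FC = 6.13, FDR = 4.62e-07) and Mx1 (log2FC = 5.91, FDR = 6.77e-12). Parp11 and Mx1 belong to the interferon and viral defense set. Cngb3 had 59 to 68 counts in oe-AQP1 samples and at most 1 count in an oe-NC sample, so it was at least 20.1-fold higher and its place among these genes is uncertain. The order below Aqp1 depended on the setting. Over all upregulated genes, Cngb3 came next after Aqp1 with DESeq2 and with sample quality weights. Gm20431 came next without oe-NC sample 1, and Krt16 without oe-NC sample 3. The largest decreases were those of Gm48840 (log2FC = -4.35), Gpr35 (log2FC = -3.48), Gpr15lg (log2FC = -3.19), Cyp2s1 (log2FC = -3.02) and Adcy1 (log2FC = -2.85), none of which exceeded 33 counts in any sample. Gm48840 had 0, 0 and 9 counts in the oe-AQP1 samples, so that without sample 3 no count was left in that group. Without oe-AQP1 sample 2 its log2FC was -3.57, less of a decrease than that of Gpr35 (log2FC = -3.85). The log2FC of Gpr15lg was -3.82 without the same sample. The expected counts of Gm12250, Mx1 and Gm48840 were not whole numbers in every sample, as happens where a counter divides reads among genes. Across the fits that each left out 1 sample, between 600 and 717 DEGs lay outside the set.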

RNA sequencing of AQP1-overexpressing versus control mouse kidney cells identified 283 differentially expressed genes (DEGs) after filtering transfection artifacts (Supplementary Table S1): 220 upregulated and 63 downregulated (|log_2_FC| > 1, FDR < 0.05; Figure 3A). 

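Aqp1 (ENSMUSG00000004655) lies on chromosome 6 of GRCm39 from 55313068 to 55325540, on the forward strand, and encodes the water channel that the lentivirus delivered. It had 7713, 8545 and 7838 counts in the oe-AQP1 samples and 41, 25 and 45 counts in the oe-NC samples. This corresponds to 386.63 ± 4.75 CPM (SD, n = 3) in oe-AQP1 cells and 1.86 ± 0.42 CPM (SD, n = 3) in oe-NC cells. The log2FC was 7.70 (standard error 0.16, FDR = 1.34e-10 by limma-voom). An exact two-sided permutation test of this single gene gave p = 0.1, the smallest p that 3 samples against 3 allow. With each sample left out in turn, the log2FC stayed between 7.50 and 7.80. Aqp1 ranked first by log2FC among the 681 upregulated genes. It ranked 2 with edgeR's quasi-likelihood test, behind Ifna4, which had no count in any oe-NC sample, and 2 without oe-AQP1 sample 3, behind Nnt.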

AQP1 was among the most highly upregulated genes (log_2_FC = 7.72, FDR = 2.56 × 10^−9^). Hierarchical clustering of top DEGs clearly separated experimental groups (Figure 3B).

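Because genes chosen for a group difference separate the groups by construction, the 6 samples were compared over all 15522 genes kept, as log2 CPM. The first principal component carried 60.5% of the variance, and average-linkage clustering on 1 minus Pearson's r parted the 3 oe-AQP1 from the 3 oe-NC samples. The lowest correlation between samples of one group was 0.987, against a highest correlation of 0.972 between samples of different groups. These correlations are across genes within samples, and genes are not independent replicates. The samples also parted by group over the 15149 genes outside the interferon and viral defense set. Over the 14710 genes that were not DEGs they still parted, but the lowest correlation within a group, 0.9877, exceeded the highest between groups, 0.9875, by very little.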

Gene Ontology enrichment revealed significant over-representation of immune-related processes: ‘cell killing’ (FDR = 4.82 × 10^−5^), ‘protection from NK cell-mediated cytotoxicity’ (FDR = 5.59 × 10^−5^), ‘humoral immune response’ (FDR = 2.27 × 10^−4^), and ‘cell chemotaxis’ (FDR = 3.25 × 10^−4^) (Figure 3C). 

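GO terms were taken as the deposited annotation assigns them to each gene, without passing genes up to broader terms, so the terms here hold fewer genes than in a test on the full ontology. The annotation gave 'cell killing' to 1 gene, which was not among the genes kept, and the term could not be tested. The term for protection from NK cell-mediated cytotoxicity held 8 kept genes, of which 7 were upregulated DEGs, and 4 of these lay outside the interferon and viral defense set. It was too small for the test over kept genes, which used terms with 10 to 500 genes. Against all genes of the table with a GO term, which include genes that were never tested, those 4 genes of 15 gave an adjusted p of 0.00346 (one-sided hypergeometric test, Benjamini-Hochberg over 4313 terms). For 'humoral immune response', 2 of 12 kept genes were upregulated, both inside the left-out set, and over all DEGs the adjusted p was 1. For 'cell chemotaxis', 4 of 25 genes outside the left-out set were DEGs, 3 higher and 1 lower (p = 0.0136 by the same test, which is a one-sided Fisher's exact test, and adjusted p = 0.384 over 2398 terms).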

KEGG pathway analysis identified enrichment of key inflammatory cascades: ‘TNF signaling pathway’ (12 genes, adjusted *p* = 3.58 × 10^−6^), ‘Chemokine signaling’ (14 genes, adjusted *p* = 8.47 × 10^−6^), ‘Cytokine-cytokine receptor interaction’ (17 genes, adjusted *p* = 8.47 × 10^−6^), ‘IL-17 signaling’ (10 genes, adjusted *p* = 1.73 × 10^−5^), and ‘NF-κB signaling’ (7 genes, adjusted *p* = 7.67 × 10^−3^) (Figure 3D). 

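The KEGG test used the pathway membership in the deposited annotation, the 645 DEGs outside the interferon and viral defense set, and as background the 5001 kept genes outside that set with any pathway, 166 of them DEGs. Each p is from a one-sided hypergeometric test, adjusted over 316 pathways. In the TNF signaling pathway 15 of 90 genes were DEGs, 14 higher and 1 lower (adjusted p = 9.63e-06). In chemokine signaling 14 of 112 genes were DEGs (adjusted p = 6.37e-04), and in cytokine-cytokine receptor interaction 25 of 105 (adjusted p = 2.80e-13). In IL-17 signaling 12 of 57 genes were DEGs (adjusted p = 1.05e-05), and in NF-κB signaling 8 of 69 (adjusted p = 0.0325). TNF signaling did not have the smallest p of the pathways tested. Among pathways that the paper's text does not name, adjusted p-values by this test went down to 2.80e-13. Many of the same genes count in several of the pathways. The paper states that it retained the inflammatory mediators, although the copy of its Table S1 used here lists Cxcl10, Ccl5, Tnf and others as filtered. Leaving out the mediators as well moved the TNF result most. Then 5 of 77 TNF pathway genes were DEGs (adjusted p = 0.665), chemokine, IL-17 and NF-κB signaling each had an adjusted p of 1, and cytokine-cytokine receptor interaction had 9 of 75 (adjusted p = 0.0236). With no gene left out, the NF-κB result was 9 of 76 genes (adjusted p = 0.0547). Of the 12 genes that Table S3 lists for TNF signaling, Cxcl10, Ccl5, Ccl2, Cxcl1, Tnf, Cxcl2, Ccl20, Nod2, Mlkl, Nfkbia and Icam1 were DEGs here. Ccl2 had a log2FC of 2.60 (standard error 0.04, FDR = 3.03e-11) and Tnf one of 1.87 (standard error 0.10, FDR = 2.14e-07). Fas had 26 to 38 counts in oe-AQP1 and 14 to 15 in oe-NC samples, and its log2FC of 0.98 (standard error 0.25, FDR = 0.0134) stayed just under the fold threshold. Icam1, at a log2FC of 1.02, fell under it without oe-NC sample 2 (log2FC = 0.96). The expected counts of Icam1 and Mlkl were not whole numbers in every sample.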

The prominent TNF pathway enrichment prompted further investigation of AQP1-TNF interactions in the tumor microenvironment (complete GO results in Supplementary Table S2; KEGG results in Supplementary Table S3).

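For the gene set test, the 15522 genes were ranked by log2FC, and the 98 kept genes of the KEGG TNF signaling pathway were tested with fgsea. By fgsea's permutation of genes, the normalized enrichment score was 2.05 (p = 3.27e-09, adjusted p = 8.66e-08), and across the fits that each left out 1 sample the p ranged from 1.12e-09 to 1.25e-07. This p is computed across genes, which are not replicates. Tests that use the 6 samples also found the set higher in oe-AQP1 cells, with p = 5.98e-06 by fry and p = 4.58e-07 by camera with a preset correlation between genes of 0.01. With the correlation estimated from the data, camera gave p = 0.00454. At an FDR under 0.05, 46 of the 98 members were higher and 12 lower, and the median log2FC was 0.17. The strongest increases came from inflammatory mediators and interferon-related members. Of the 13 mediators 10 were upregulated DEGs, of the 8 members in the interferon and viral defense set 4, and of the 77 other members 4. Over these 77 members alone the permutation test gave an enrichment score of 1.34 (p = 0.083), and the median log2FC was 0.08. For them fry gave p = 4.72e-04, and camera gave p = 0.00607 with the preset and p = 0.0641 with the estimated correlation.

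**Figure D1:**
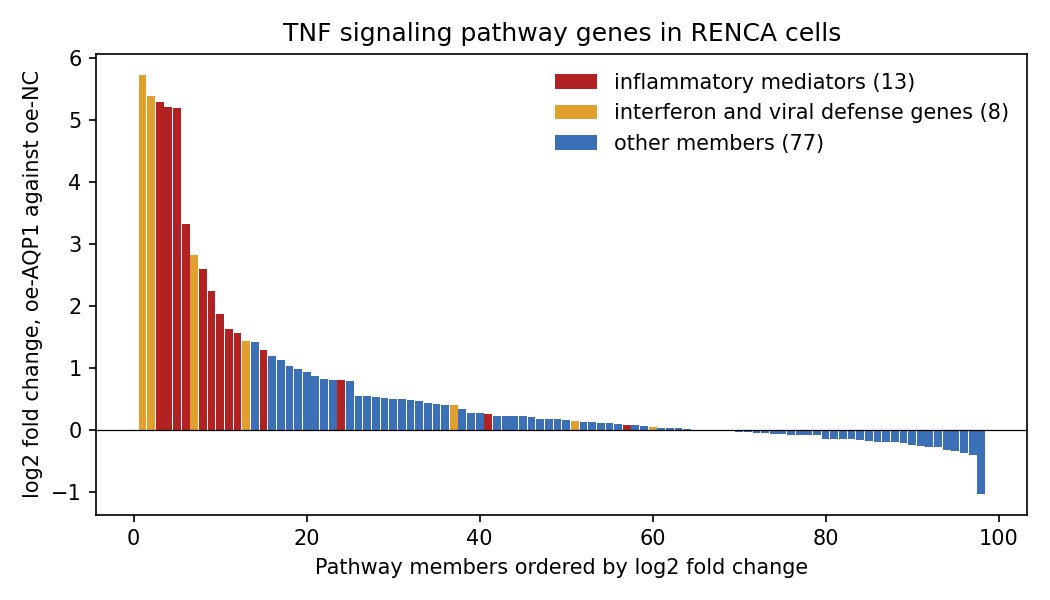
log2 fold change of oe-AQP1 against oe-NC (vertical axis) for each of the 98 TNF signaling pathway genes tested, ordered from highest to lowest (horizontal axis), 1 bar per gene, coloured by class. The highest bars are those of mediators and interferon-related genes, led by Ifnb1 at 5.72, and the 77 other members lie between -1.02 (Il18r1) and 1.42 (Nod2).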

GSEA further confirmed the transcriptional activation of the TNF signaling pathway at a gene-set level, yielding a significant positive enrichment score (*p*-value = 1 × 10^−10^, adjusted *p* = 3.4 × 10^−9^; Figure 3E). To further characterize the functional implications of AQP1 overexpression, we examined the expression of key genes across three functionally relevant categories (Figure 3F). Among TNF signaling-related genes, Tnfsf10 (log_2_FC = 5.13), Ccl5 (log_2_FC = 5.20), Cxcl10 (log_2_FC = 5.27), and Tnfaip3 (log_2_FC = 0.97) were notably upregulated. In contrast, EMT-associated markers showed a suppressive trend, with Vim (log_2_FC = −0.35) and Cdh1 (log_2_FC = −0.83) downregulated, alongside the cell cycle inhibitor Cdkn1a (log_2_FC = −1.24). These results collectively suggest that AQP1 overexpression not only activates inflammatory signaling but may also suppress tumor cell plasticity and proliferative capacity.

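Cxcl10 (ENSMUSG00000034855, chromosome 5, 92494497 to 92496748) rose from 13.5 ± 0.218 CPM (SD, n = 3) in oe-NC cells to 494.85 ± 4.97 CPM (SD, n = 3) in oe-AQP1 cells, a log2FC of 5.19 (standard error 0.05, FDR = 1.94e-12 by limma-voom). Ccl5 (ENSMUSG00000035042, chromosome 11, 83416602 to 83425942) rose from 3.91 ± 0.356 CPM to 144.1 ± 8.35 CPM (SD, n = 3), a log2FC of 5.20 (standard error 0.12, FDR = 4.44e-10). Tnfsf10 (ENSMUSG00000039304, chromosome 3, 27371033 to 27396576) had 645 to 747 counts in oe-AQP1 samples and 17 to 20 in oe-NC samples. Its log2FC was 5.11 (standard error 0.19, FDR = 1.55e-08). Its expected count was not a whole number in every sample. Tnfaip3 (ENSMUSG00000019850, chromosome 10, 18874201 to 18891405) had 1387 to 1463 counts in oe-AQP1 samples and 611 to 829 in oe-NC samples, a log2FC of 0.93 (standard error 0.06, FDR = 1.61e-06). The difference in Tnfaip3 exceeded the spread between replicates but not the fold threshold of the paper, so it was not a DEG. Its log2FC stayed with each sample left out in turn between 0.88 and 0.99.

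**Figure D2:**
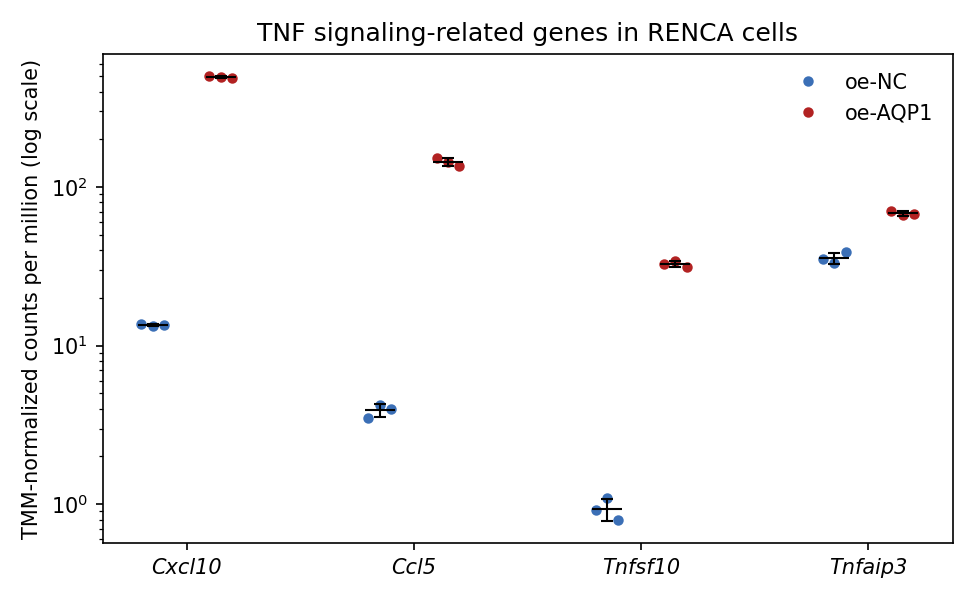
TMM-normalized CPM on a log axis for Cxcl10, Ccl5, Tnfsf10 and Tnfaip3 (horizontal axis) in the 3 oe-NC and 3 oe-AQP1 samples. Points are samples, horizontal marks are means and error bars are SDs; in each gene the oe-AQP1 samples all lie above the oe-NC samples, by the least in Tnfaip3.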

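Vim (ENSMUSG00000026728, chromosome 2, 13578738 to 13587639) fell from 886.34 ± 62.5 CPM (SD, n = 3) in oe-NC cells to 671.32 ± 12.5 CPM (SD, n = 3) in oe-AQP1 cells, a log2FC of -0.40 (standard error 0.05, FDR = 1.39e-04 by limma-voom). Cdh1 (ENSMUSG00000000303, chromosome 8, 107329941 to 107396880) had 38 to 50 counts in oe-AQP1 samples and 67 to 78 in oe-NC samples, a log2FC of -0.86 (standard error 0.15, FDR = 0.00173). Both differences exceeded the spread between replicates and stayed under the fold threshold, so neither gene was a DEG. Cdh1 encodes E-cadherin, an adhesion protein of epithelial cells, and Vim encodes vimentin, a filament protein of mesenchymal cells. Cdkn1a (ENSMUSG00000023067, chromosome 17, 29309936 to 29319701) encodes the cell cycle inhibitor p21. It had 715 to 830 counts in oe-AQP1 samples and 1618 to 1943 in oe-NC samples, and its log2FC of -1.27 (standard error 0.06, FDR = 1.97e-07) made it a downregulated DEG. The expected counts of Vim and Cdkn1a were not whole numbers in every sample. Across the fits that each left out 1 sample, the log2FC ranged from -0.43 to -0.34 for Vim, from -0.95 to -0.82 for Cdh1 and from -1.34 to -1.21 for Cdkn1a.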

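Beyond single genes, 3 lists of genes bear on plasticity and proliferation. Of 21 proliferation genes, such as Mki67, Pcna and the Mcm genes, 6 were lower and 0 higher in oe-AQP1 cells at an FDR under 0.05 over all genes tested, and 6 differed when adjusted over the list alone. At an unadjusted p under 0.05, 8 were lower and 0 higher. The shift was small, with a median log2FC of -0.04, and none of the genes was a DEG. The lowest was Ccnb2 (log2FC = -0.47). The list was lower as a set by fry (adjusted p = 4.71e-04 over all lists tested) and by camera (adjusted p = 0.0235), but not past 0.05 by camera with the correlation estimated from the data (p = 0.0588). Of 12 mesenchymal genes kept, 5 were lower and 2 higher at an FDR under 0.05, 7 in all when adjusted over the list alone, with a median log2FC of -0.07 (fry, adjusted p = 0.00618; camera, adjusted p = 0.1465, and p = 0.361 with estimated correlation). Without oe-AQP1 sample 2 that median was 0.02, so its sign rested on 1 sample. The lowest mesenchymal gene was Lox (log2FC = -1.12). Of 11 epithelial genes kept, 6 were lower and 0 higher at an FDR under 0.05, 6 when adjusted over the list alone (6 lower and 0 higher at an unadjusted p under 0.05), with a median log2FC of -0.27 (fry, adjusted p = 0.00213; camera, adjusted p = 0.0179, and p = 0.148 with estimated correlation). From the higher TNF signaling-related genes and the lower Vim, Cdh1 and Cdkn1a, the paper proposes that AQP1 overexpression activates inflammatory signaling. It proposes that plasticity and proliferative capacity of the tumor cells may also fall. Lower Cdkn1a, a cell cycle inhibitor, does not by itself point to less proliferation. Nor does lower Cdh1, an epithelial gene, by itself point to a less mesenchymal state. The lists leave this part of the proposal open, with a proliferation median of -0.04 and a mesenchymal median whose sign rested on 1 sample.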

### 2.5. Single-Cell Profiling Reveals Cell Type-Specific AQP1 Distribution

Single-cell analysis of 27,402 ccRCC cells allowed us to identify 10 major cell types via unsupervised clustering (Figure 4A,B). To validate our cell annotations, we checked canonical markers. AQP1 expression was highly specific (Figure 4C) and spatially co-localized with the proximal tubule markers LRP2 (Figure 4D) and CUBN (Figure 4E). Quantitative analysis confirmed this pattern. As shown in the violin plots, AQP1 expression was highest in proximal tubule cells and moderate in epithelial cells, while remaining minimal in immune and stromal populations (Figure 4F). This single-cell resolution validates that the AQP1 loss observed in bulk tissues primarily reflects the downregulation in tumor cells rather than a loss of normal tissue composition.

### 2.6. AQP1 Associates with TNF Signaling in the Tumor Microenvironment

Analysis of 40 core TNF pathway genes (Supplementary Table S4) across cell types revealed heterogeneous pathway activation: high in immune cells (macrophages, monocytes, T cells), moderate in stromal cells (myofibroblasts, endothelial cells), and lower in tumor and proximal tubule cells (Figure 4G). Pearson correlation analysis across all 27,402 cells identified multiple significant AQP1-TNF gene correlations (FDR < 0.05; Figure 4H), with both positive and negative associations detected. These context-dependent relationships suggest AQP1 may differentially modulate TNF-mediated inflammatory responses across distinct cellular niches within the kidney microenvironment, potentially influencing tumor-immune interactions.

Collectively, these multi-scale analyses establish AQP1 as a consistently downregulated gene in ccRCC through epigenetic mechanisms, strongly associated with advanced disease stage and poor prognosis, and functionally linked to inflammatory signaling networks. These findings nominate AQP1 as a promising prognostic biomarker and potential therapeutic target warranting further mechanistic investigation.

### 2.7. Establishment and Verification of AQP1-Overexpressing RENCA Cells

To investigate the biological role of AQP1 in renal cell carcinoma, we established a stable AQP1-overexpressing RENCA cell line using lentiviral transduction. qPCR analysis confirmed that the mRNA level of AQP1 was significantly increased by approximately 163.4-fold in the oe-AQP1 group compared with the oe-NC group (*p* < 0.001). This result successfully validated the efficiency of the overexpression system for subsequent experiments (Figure 5A).

### 2.8. AQP1 Overexpression Inhibits Proliferation, Viability, Migration, and Invasion In Vitro

Cell Proliferation (CCK-8): The CCK-8 assay demonstrated that AQP1 significantly suppressed cell proliferation. A significant divergence between the two groups was observed starting from 24 h (*p* < 0.001). By 48 h, the OD value of the oe-AQP1 group (0.840 ± 0.017) was markedly lower than that of the oe-NC group (1.227 ± 0.017) (Figure 5B).

Cell Viability (Calcein-AM/PI): Calcein-AM/PI staining revealed that AQP1 overexpression significantly reduced cell viability (Figure 5C). The live cell rate dropped from 54.08% in the oe-NC group to 27.97% in the oe-AQP1 group (*p* = 0.003) (Figure 5D).

Migration and Invasion: The scratch assay showed that the scratch healing rate in the oe-AQP1 group was significantly lower than that in the oe-NC group at both 24 h (14.44 ± 3.17% vs. 30.89 ± 3.25%, *p* = 0.0033) and 48 h (26.02 ± 0.94% vs. 70.21 ± 5.37%, *p* < 0.001) (Figure 5E,F). Additionally, the Transwell assay indicated that the number of invaded cells decreased from 120 ± 4.58 in the control group to 70.33 ± 10.41 in the oe-AQP1 group (*p* = 0.002) (Figure 5G,H).

### 2.9. AQP1 Significantly Inhibits Tumor Growth In Vivo

The anti-tumor effect of AQP1 was further evaluated using a nude mouse xenograft model (Figure 6A,B):

1. Tumor Volume: The growth curves showed that the tumors in the oe-AQP1 group grew significantly slower than those in the control group. By day 30, the average tumor volume in the oe-AQP1 group (212.88 ± 46.55 mm^3^) was significantly reduced compared with the oe-NC group (522.81 ± 96.45 mm^3^) (*p* < 0.001) (Figure 6C) (Table 1).
2. Tumor Weight: At the end of the experiment (day 30), the average tumor weight in the oe-AQP1 group was significantly lower than that in the control group (0.138 ± 0.034 g vs. 0.378 ± 0.058 g, *p* < 0.001) (Figure 6D) (Table 1).

### 2.10. AQP1 Overexpression Is Associated with TNFα Pathway Modulation and Increased Apoptotic Markers In Vivo

To explore the potential mechanisms underlying AQP1′s anti-tumor effects, we evaluated histological changes and protein expression in xenograft tissues. Western blot analysis confirmed sustained AQP1 protein expression in the oe-AQP1 group. Notably, AQP1 overexpression was associated with a significant elevation in TNFα and its receptor TNFRSF1A levels, suggesting a potential involvement of inflammatory signaling in AQP1-mediated tumor suppression. Furthermore, markers of apoptosis were significantly modulated. The pro-apoptotic protein Bax and the cleaved form of Caspase-3 were upregulated in AQP1-overexpressing tumors. We also observed a reduction in the mesenchymal marker Vimentin, which may indicate an inhibitory effect on tumor cell plasticity (*p* < 0.05, Figure 6E). Histological examination via HE staining showed that tumors in the oe-AQP1 group exhibited more pronounced structural alterations and necrotic areas compared to the control group (Figure 6F). These observations were further supported by IHC staining, showing increased immunoreactivity for Cleaved Caspase-3 in AQP1-overexpressing tissues (Figure 6G–J). Taken together, these findings suggest that AQP1 may suppress tumor growth by fostering a pro-apoptotic microenvironment, a process potentially involving the modulation of the TNFα/TNFRSF1A signaling axis.

## 3. Discussion

It seems that Aquaporin-1 (AQP1) plays a dual role in cancer, acting differently depending on the specific tissue. In our study on ccRCC, we found it acts as a tumor suppressor and is downregulated. This stands in sharp contrast to other malignancies where AQP1 is often upregulated and pushes tumor progression. For example, in gastric cancer, high AQP1 levels help cells grow and invade by activating the GRB7/ERK/Ras signaling axis [16]. It also connects to VEGF expression and microvessel density, promoting angiogenesis [17,18]. The story is similar in lung adenocarcinoma. There, high AQP1 is a recognized risk factor for poor prognosis and is frequently linked to aggressive clinical features [19,20].

The situation in colorectal carcinoma is complicated. Some research suggests AQP1 helps predict how well chemotherapy works [21]. However, a key study by Smith et al. found that AQP1 levels are actually lower in tumor tissues because of promoter hypermethylation [22]. These data are consistent with our research. It implies that in some cancers, turning off AQP1—and disrupting the cell’s water balance—is a critical step in starting the tumor. This points to a dual role for the protein: in some places, high AQP1 helps cancer cells change shape and spread. But in the kidney, losing AQP1 seems to trigger stress responses, specifically the TNF pathway we identified.

At a molecular level, scientists now view ccRCC as a metabolic disease because it completely changes how cells use energy [23]. AQP1 is key for moving water and regulating pressure. So, when tumor cells shut it down, it is likely a survival strategy to adapt to this new metabolic environment. Our survival data matches recent large-scale clinical findings. For example, Lee et al. looked at 827 ccRCC cases using immunohistochemistry. They confirmed that losing AQP1 protein links directly to worse TNM stages and shorter survival [24]. Independent studies looking at gene expression across multiple groups back this up [25]. This makes AQP1 a reliable predictor of prognosis.

But relying on just one biomarker is rarely enough because every patient is different. Recently, researchers proposed complex risk models using stemness-related lncRNA signatures or single-cell data [26,27]. While interesting, these methods are often expensive and hard to analyze, making them difficult to use in daily practice. Instead, the nomogram we built combines AQP1 levels with standard clinical data. This offers a tool that is both cheap and practical for assessing risk. Our combined model predicts long-term survival better than single-gene markers like ERBB2 [28]. Similar nomograms have successfully predicted lung metastasis and survival in other kidney cancers [29,30]. This suggests that adding AQP1 to these quantitative models is a smart way to personalize cancer treatment.

Our study revealed that AQP1 restoration is associated with activation of the TNF signaling pathway, pointing to a possible pro-apoptotic mechanism that remains to be functionally validated. At first, this seems contradictory because TNF-α is usually known for causing inflammation and helping tumors grow through chronic NF-κB activation [31,32]. But TNF is actually a “double-edged sword” in cancer [33]. Whether a cell lives or dies depends entirely on the specific context and signal thresholds. The outcome of TNFR1 signaling depends on which adaptor proteins are recruited. Normally, TRAF2 joins with cIAP1/2 to ubiquitinate RIPK1, which sends out survival signals [34,35]. However, if the cytotoxicity threshold is crossed—as Vredevoogd et al. showed—the signaling shifts. It forms a death-inducing signaling complex (DISC) that recruits FADD and Caspase-8 to kill the cell [36]. Our Western blot data supports this. We saw high levels of Bax and Cleaved Caspase-3, suggesting that overexpressing AQP1 disrupts the balance of fluids or metabolism in ccRCC cells. This was further corroborated at the tissue level, where HE staining revealed pronounced necrotic areas and IHC confirmed elevated Cleaved Caspase-3 immunoreactivity in AQP1-overexpressing xenografts. We hypothesize that restoring AQP1 may shift TNFR1 signaling toward a pro-apoptotic output, a possibility that requires direct functional testing. We see something similar in lung adenocarcinoma, where certain regulators like TRAF3IP3 use ER stress to force tumor cells into apoptosis [37]. Essentially, restoring AQP1 is not just a structural fix; it functions as a “re-sensitizer” to cell death.

When we looked upstream to find why AQP1 is lost, we identified promoter hypermethylation as the main culprit. This supports the growing view that ccRCC is essentially an “epigenetic disease,” shaped by broad DNA methylation changes that go well beyond the classic VHL mutations [38]. Just as the methylation of QPCT drives resistance to sunitinib [39], the epigenetic silencing of AQP1 seems to be another key step in how ccRCC progresses. Recent single-cell multi-omics studies (mixing scRNA-seq and scATAC-seq) shed light on this heterogeneity. They showed that the differences between ccRCC cells are largely controlled by how open the chromatin is and their methylation status [40]. This likely explains the variation in AQP1 levels we saw within tumors.

Because epigenetic silencing is, in principle, reversible, our data raise the possibility that restoring AQP1 could have therapeutic value. DNA methyltransferase inhibitors can de-repress silenced tumor-suppressor genes [41], and more targeted dCas9-based epigenetic editors—programmable activators (e.g., TET1–dCas9) delivered transiently as ribonucleoprotein complexes—can in principle reactivate a single silenced locus without permanently altering the genome [42]. We emphasize, however, that these ideas remain hypothetical for ccRCC and face two major obstacles. First, efficient and selective in vivo delivery of such editors to renal cancer cells is still unsolved. Second, because AQP1 is oncogenic in several other tumor types, including gastric and lung cancers [16,17], any reactivation strategy would require tumor- or cell-type-restricted targeting to avoid promoting tumor growth elsewhere. These therapeutic directions are therefore presented as hypotheses generated by, and not conclusions of, the present study. Consequently, the priorities emerging from our findings are primarily mechanistic. Future studies should directly test whether AQP1 restoration induces apoptosis in vivo (e.g., by TUNEL on tumor sections), determine whether this effect is genuinely TNF-dependent using TNF/TNFR1 blockade or genetic perturbation, incorporate a parental (non-transduced) control together with human ccRCC and patient-derived models, and assess in clinical cohorts whether AQP1 status predicts response to immune checkpoint inhibitors before any predictive-biomarker role is claimed. Although immune checkpoint inhibitors are now central to the treatment of metastatic ccRCC, primary and acquired resistance remain common [43,44,45], and effective anti-PD-1 activity requires not only T-cell infiltration but also competent T-cell-mediated tumor killing [46]; whether AQP1 loss contributes to immune escape by raising the apoptotic threshold is an intriguing but unproven possibility that warrants dedicated investigation.

## 4. Materials and Methods

### 4.1. Data Acquisition and Preprocessing

RNA sequencing data for ccRCC were obtained from TCGA via the GDC Data Portal. After quality control, 610 samples (538 tumor, 72 normal) were retained. Gene expression was quantified as TPM and log_2_-transformed [log_2_(TPM + 1)]. DNA methylation data from the same cohort (Illumina HumanMethylation450) were used to assess AQP1 promoter methylation (TSS200 region) via beta values. Single-cell RNA sequencing data were acquired from GEO (GSE159115). In vitro transcriptome data were generated from AQP1-overexpressing RENCA cells (n = 3) versus negative controls (n = 3), sequenced by Majorbio Bio-pharm Technology (Shanghai, China) and aligned to the GRCm39 reference genome. Sample sizes are summarized in Table 2.

### 4.2. Differential Expression and Clinical Association Analysis

AQP1 mRNA expression was compared between tumor and normal samples using Wilcoxon tests (unpaired and paired). Stage-stratified differences were assessed by Kruskal–Wallis test with pairwise BH-corrected comparisons (FDR < 0.05). ROC analysis was performed to evaluate diagnostic performance (AUC with 95% CI; optimal cutoff by Youden’s index). Methylation-expression correlation was assessed by Pearson correlation. All tests were two-sided (α = 0.05).

### 4.3. Prognostic Analysis and Nomogram Development

Clinical metadata were integrated with expression data; samples with missing survival information were excluded, retaining 527 tumor samples. Patients were stratified into AQP1-high and AQP1-low groups using the median expression value (525.56TPM; log2-transformed: 9.04) as the cutoff, resulting in two balanced groups (AQP1-high n = 264 and AQP1-low n =263), and Kaplan–Meier curves were compared by log-rank test. Time-dependent ROC curves were constructed for 1-, 3-, and 5-year overall survival. Multivariate Cox regression adjusting for age, gender, and pathological stage was used to estimate HR and 95% CI. A prognostic nomogram was developed and validated using calibration curves with bias-corrected bootstrap (B = 200 iterations).

### 4.4. In Vitro Transcriptome Profiling and Functional Enrichment

Differential gene expression was analyzed using the limma-voom pipeline (TMM normalization; DEGs defined as FDR < 0.05 and |log_2_FC| > 1). Interferon-stimulated and viral defense genes were filtered to minimize transfection artifacts, while cancer-relevant inflammatory mediators were retained. GO and KEGG enrichment analyses were performed with BH correction (FDR < 0.05). GSEA was conducted using hallmark and KEGG gene sets (FDR < 0.25). Key genes across TNF signaling, proliferation, and EMT categories were visualized by log_2_ fold change.

### 4.5. Single-Cell RNA Sequencing Analysis

Single-cell data were processed using Seurat (v5.0+). After quality control (200–6000 genes/cell, <20% mitochondrial content, >500 UMIs), 27,402 cells were retained. Data were normalized, scaled, and dimensionality-reduced by PCA and UMAP. Cells were clustered using the Louvain algorithm and annotated into 10 major cell types using curated marker gene sets. For AQP1-TNF pathway analysis, cell type-specific expression of 40 core TNF pathway genes was examined, and Pearson correlations between AQP1 and each TNF gene were computed across all cells (BH-corrected FDR < 0.05).

### 4.6. Software and Statistical Tools

All analyses were performed in R (v4.5.2) using the following packages: Seurat (v5.0+) for single-cell analysis; survival and survminer for survival analysis; limma for differential expression; clusterProfiler for functional enrichment; timeROC and pROC for ROC analyses; rms for nomogram development; and ggplot2, ggpubr, pheatmap, and patchwork for visualization. Statistical significance was set at two-sided α = 0.05, with Benjamini–Hochberg FDR < 0.05 for multiple testing correction where applicable.

### 4.7. Cell Culture and Lentiviral Transduction

RENCA cells (RRID:CVCL_2174) were provided by Shanghai Jinyuan Biotechnology Co., Ltd. (Shanghai, China) and used at the third passage (P3). The cell line was authenticated by mouse short tandem repeat (STR) profiling (18 loci; 95.52% match to the reference RenCa profile in the ExPASy database; Genetic Testing Biotechnology, Suzhou, China; report dated August 2025), and the STR report is provided as Supplementary Material. RENCA cells were cultured in RPMI-1640 medium (Gibco, Grand Island, NY, USA; Cat# 11875093) supplemented with 10% fetal bovine serum (FBS; Gibco, Grand Island, NY, USA; Cat# 10091-148) and 1% penicillin–streptomycin (Gibco, Grand Island, NY, USA; Cat# 15140122) at 37 °C with 5% CO_2_. The full-length coding sequence of mouse Aqp1 (NM_007472.2; 810 bp) was cloned into a lentiviral overexpression vector (GeneChem, Shanghai, China) in which transgene expression was driven by the ubiquitin C (UbC) promoter; the vector carried a puromycin-resistance cassette for selection and contained no fluorescent reporter. The negative control (oe-NC) was the corresponding empty vector lacking the AQP1 insert, controlling for the viral backbone, transcriptional burden, and selection independent of the transgene. RENCA cells were transduced at a multiplicity of infection (MOI) of 20, and stably transduced cells were selected with puromycin (Beyotime, Shanghai, China; Cat# ST551) at 2 μg/mL for two weeks; AQP1 overexpression was confirmed by qPCR before downstream assays.

### 4.8. RNA Extraction and Quantitative Real-Time PCR (qPCR)

Total RNA was extracted from RENCA cells using TRIzol reagent (Invitrogen, Carlsbad, CA, USA; Cat# 15596018). The concentration and purity of RNA were determined using a NanoDrop spectrophotometer (Model 1011U; Thermo Fisher Scientific, Waltham, MA, USA). cDNA was synthesized from 1 μg of total RNA using the Evo M-MLV RT Kit for qPCR (Accurate Biotechnology, Changsha, China; Cat# AG11707) with both oligo(dT)_18_ and random hexamer primers supplied with the kit, according to the manufacturer’s instructions. Quantitative real-time PCR was performed using SYBR Green PCR Master Mix (Applied Biosystems, Foster City, CA, USA; Cat# 4367659) on an ABI 7500 system (Applied Biosystems, Foster City, CA, USA). The relative mRNA expression of AQP1 was calculated using the 2^−ΔΔCt^ method, with GAPDH as the internal control.

### 4.9. Cell Proliferation Assay (CCK-8)

Cell proliferation was evaluated using the Cell Counting Kit-8 (CCK-8; Yeasen, Shanghai, China; Cat# 40203ES). The stably transduced oe-AQP1 and oe-NC RENCA cells were seeded into 96-well plates at a density of 3 × 10^3^ cells per well. At 0, 24, and 48 h after seeding, 10 μL of CCK-8 reagent was added to each well and incubated for 2 h at 37 °C. The absorbance at 450 nm was measured using a microplate reader (Multiskan FC; Thermo Fisher Scientific, Waltham, MA, USA). All experiments were performed in three independent biological replicates (n = 3).

### 4.10. Cell Viability Assay (Calcein-AM/PI Staining)

Cell viability was assessed using a Calcein-AM/PI Double Staining Kit (Yeasen, Shanghai, China; Cat# 40747ES) following the manufacturer’s instructions. Cells were stained with Calcein-AM (live, green) and Propidium Iodide (dead, red) and imaged by fluorescence microscopy (BX63; Olympus, Tokyo, Japan). Live cell rate was calculated as the percentage of Calcein-AM-positive cells among total cells. Data were obtained from three independent experiments (n = 3).

### 4.11. Scratch Assay

Oe-AQP1 and oe-NC RENCA cells were grown to ~90% confluence in 6-well plates, and a straight scratch was made in each well using a 200 μL pipette tip held perpendicular to the plate. After washing twice with PBS to remove detached cells, the cells were cultured in serum-free medium, and the same scratch region was imaged at 0, 24, and 48 h. The wound area was measured with ImageJ2 (v2.14.0; National Institutes of Health, Bethesda, MD, USA), and the scratch healing rate was calculated as (A_0_ − A_t_)/A_0_ × 100%. Data from three independent experiments are presented as the mean ± SD and compared by two-tailed unpaired Student’s *t*-test.

### 4.12. Transwell Invasion Assay

The invasive ability of RENCA cells was evaluated using Transwell inserts (8 μm pore size; Corning, NY, USA) coated with Matrigel (Corning, NY, USA). Cells (5 × 104) suspended in 200 μL of serum-free medium were seeded into the upper chamber, while 600 μL of medium containing 10% FBS was added to the lower chamber as a chemoattractant. After 24 h of incubation, cells on the upper surface were removed, and cells that invaded the lower surface were fixed with 4% paraformaldehyde (Beyotime, Shanghai, China; Cat# P0099 ) and stained with 0.1% crystal violet (Beyotime, Shanghai, China; Cat# C0121). Data were obtained from three independent experiments (n = 3).

### 4.13. Western Blotting

RENCA cell proteins were extracted using RIPA lysis buffer (Beyotime, Shanghai, China; Cat# P0013C) with protease and phosphatase inhibitors (Beyotime, Shanghai, China; Cat# P1045). Protein concentrations were determined with a BCA Protein Assay Kit (Pierce/Thermo Fisher Scientific, Rockford, IL, USA; Cat# 23225). Equal protein (30 μg) was separated using 10–12% SDS-PAGE and transferred to PVDF membranes (Merck Millipore, Burlington, MA, USA; Cat# ISEQ00010). After blocking with 5% non-fat milk(Beyotime, Shanghai, China; Cat#P0216), the membranes were incubated overnight at 4 °C with the following primary antibodies: anti-AQP1 (ab300464, Abcam, Cambridge, UK, 1:1000), anti-TNF-α (ab6671, Abcam, Cambridge, UK, 1:1000), anti-Bax (ab182733, Abcam, Cambridge, UK, 1:1000), anti-Cleaved Caspase-3 (AB3623, Merck Millipore, 1:1000), anti-TNFRSF1A (ab223352, Abcam, Cambridge, UK, 1:1000), anti-Vimentin (ab45939, Abcam, Cambridge, UK, 1:1000), and anti-β-Actin (ab8227, Abcam, Cambridge, UK, 1:5000). The membranes were then incubated with HRP-conjugated goat anti-rabbit IgG H&L secondary antibody (ab6721, Abcam, Cambridge, UK, 1:10,000) for 1 h at room temperature. Bands were visualized by ECL (Millipore, Burlington, MA, USA; Cat#WBKLS0500), normalized to β-Actin, and quantified with ImageJ.

### 4.14. Tumor Xenograft Model in Nude Mice

All animal experiments were approved by the Institutional Animal Care and Use Committee of Dalian Medical University (protocol code XL250716173). Four-week-old male BALB/c nude mice (BALB/c-nu/nu, athymic) were obtained from Shandong Pengyue Laboratory Animal Technology Co., Ltd. (Jinan, China) and randomly assigned into two groups (n = 5 per group). RENCA cells stably expressing AQP1 or NC (5 × 10^6^ cells in 100 μL PBS) were subcutaneously injected into the right flank of the mice. Tumor volume (V) was measured every 7 days using the modified ellipsoid formula V = (length × width^2^)/2 [47]. After 30 days, mice were sacrificed, and tumors were excised, photographed, and weighed. Tumor tissues were then fixed in 4% paraformaldehyde for histological and immunohistochemical analysis.

### 4.15. Histological and Immunohistochemical (IHC) Analysis

Paraffin-embedded tumor tissues were sectioned at 4 μm. Sections were stained with HE for morphological assessment. For IHC, sections were deparaffinized, rehydrated, and subjected to antigen retrieval, followed by blocking and overnight incubation with primary antibodies against AQP1 (ab300464, Abcam, Cambridge, UK, 1:100) and Cleaved Caspase-3 (AB3623, Merck Millipore, 1:100) at 4 °C. Signal was detected using a DAB substrate kit (Yeasen, Shanghai, China; Cat# 36302ES01) and sections were counterstained with hematoxylin (Beyotime, Shanghai, China; Cat# C0107).

## 5. Limitations

Several limitations should be acknowledged. First, this study relied on retrospective TCGA data; prospective validation in independent multi-center cohorts is needed before clinical implementation. Second, our in vitro and in vivo experiments used mouse RENCA cells; validation in human ccRCC cell lines and patient-derived models would strengthen translational relevance. Third, because oe-AQP1 cells proliferate more slowly in vitro, the reduced xenograft growth is consistent with, but does not independently prove, a specific apoptosis-driven mechanism, as the in vitro and in vivo growth deficits cannot be fully disentangled. Fourth, a parental, non-transduced RENCA xenograft arm was not included; although the empty-vector (oe-NC) control accounts for backbone-, transduction-, and selection-related effects, a native baseline would further exclude any vector-intrinsic influence on tumorigenicity. Fifth, the association between AQP1, TNF signaling, and apoptosis in vivo is correlative, being based on Western blot, HE, and immunohistochemical analyses; direct functional validation—for example, TNF/TNFR1 blockade or genetic perturbation combined with in situ apoptosis assays—is required to establish causality. Sixth, the single-cell dataset was from limited patients; larger atlases would better capture tumor heterogeneity. Finally, the modest methylation-expression correlation suggests that DNA methylation is one of multiple regulatory mechanisms warranting further investigation. Although our TCGA analyses support an association between AQP1 promoter hypermethylation and transcriptional silencing in ccRCC, this was not experimentally confirmed at the locus level; direct validation by methylation-specific PCR or bisulfite sequencing in ccRCC cell lines and tissues is warranted in future studies.

## Figures and Tables

**Figure 1:**
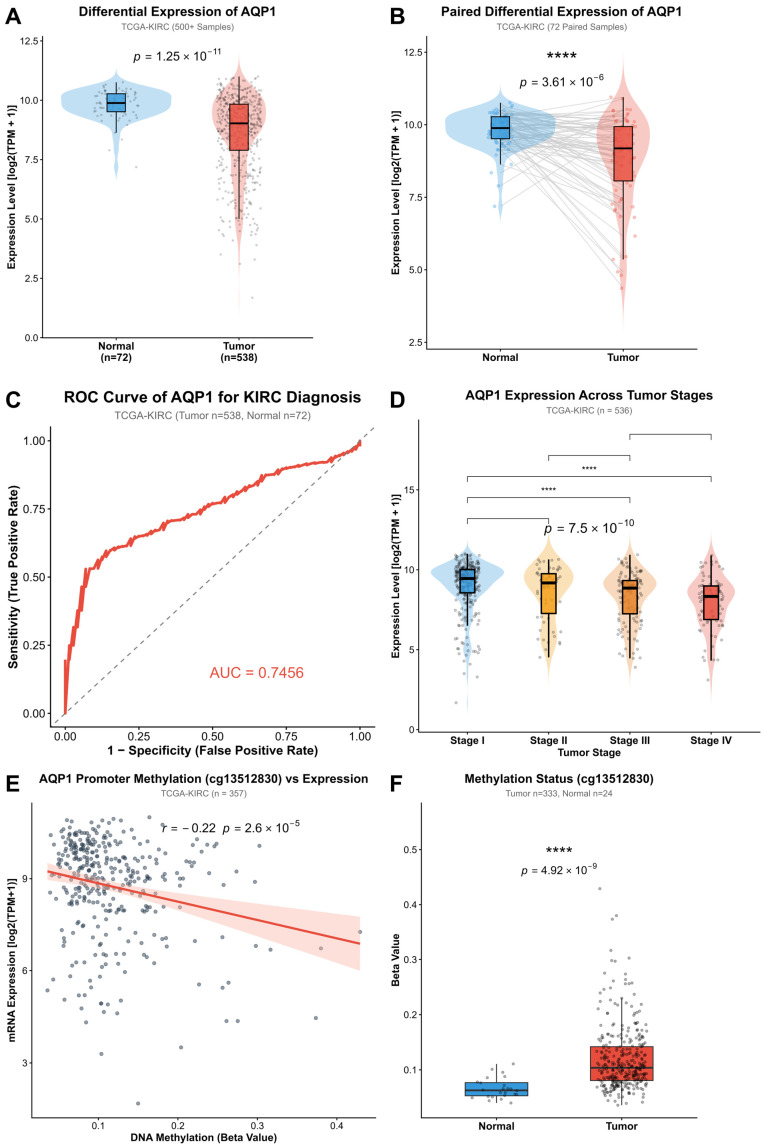
AQP1 expression analysis in clear cell renal cell carcinoma (ccRCC). (**A**) Differential expression of AQP1 in TCGA-KIRC dataset showing significantly lower expression in tumor tissues compared to normal tissues (*n* = 72 normal, *n* = 538 tumor). (**B**) Paired differential expression analysis of AQP1 in TCGA-KIRC paired samples (*n* = 72 paired samples; **** *p* < 0.0001). (**C**) Diagnostic performance of AQP1 showing ROC curve with AUC = 0.7456, indicating moderate diagnostic accuracy for distinguishing tumor from normal tissue. (**D**) AQP1 expression across different tumor stages in TCGA-KIRC cohort (*n* = 536), demonstrating significant differences between Stage I and other stages (**** *p* < 0.0001). (**E**) Correlation analysis between AQP1 expression and DNA methylation levels showing negative correlation (R = −0.22, *p* = 2.6 × 10^−5^), suggesting epigenetic regulation through promoter methylation silencing. (**F**) Methylation status comparison between normal and tumor tissues (**** *p* < 0.0001), with tumor tissues showing higher methylation levels.

**Figure 2:**
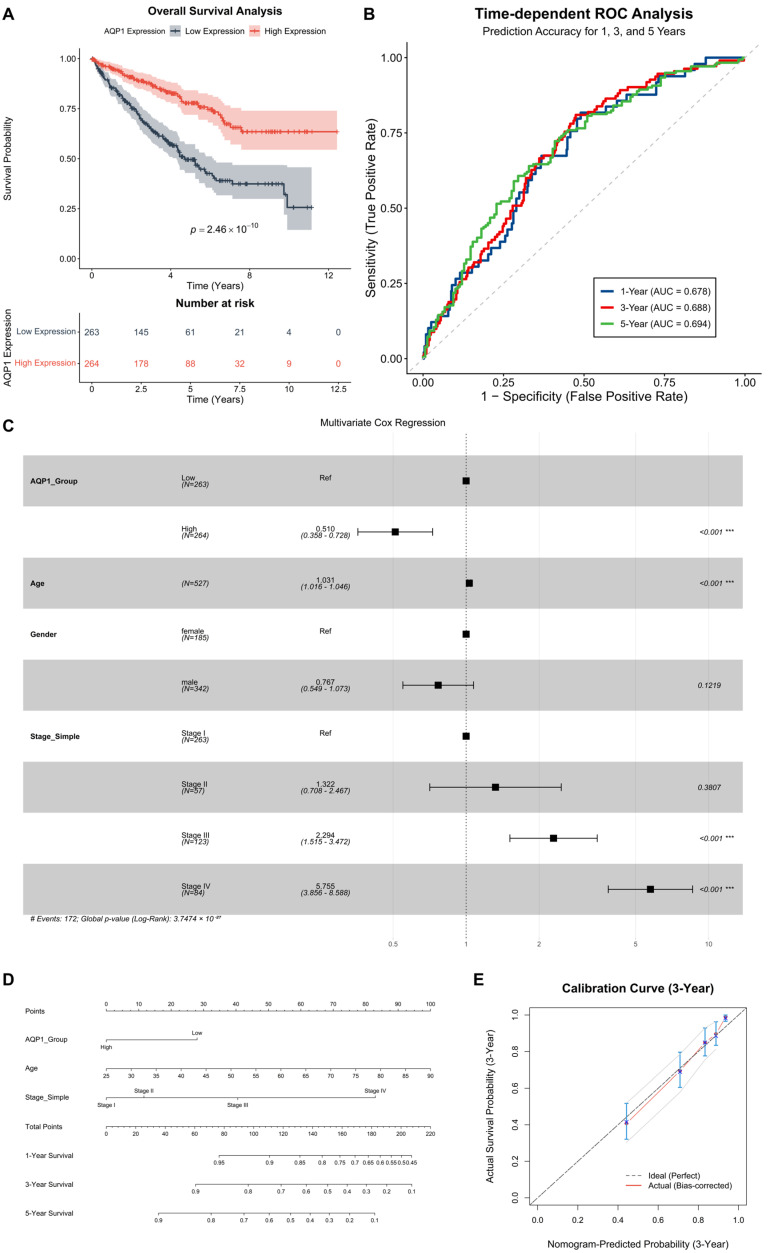
Survival analysis and prognostic prediction model for AQP1 in ccRCC (**A**) Overall survival analysis stratified by AQP1 expression levels. Kaplan–Meier curves show that high AQP1 expression is associated with better prognosis (*p* < 0.001). Risk tables display number of patients at risk at different time points. (**B**) Time-dependent ROC analysis for 1-, 3-, and 5-year survival prediction showing AUC values of 0.678, 0.688, and 0.694, respectively, indicating good predictive accuracy. (**C**) Forest plot of multivariate Cox regression analysis demonstrating AQP1 as an independent prognostic factor along with age, gender, and tumor stage. Hazard ratios with 95% confidence intervals are shown (*** *p* < 0.001). (**D**) Nomogram for predicting 1-, 3-, and 5-year overall survival probability based on AQP1 expression, age, and tumor stage. (**E**) Calibration curve for 3-year survival prediction showing good agreement between nomogram-predicted and actual survival probabilities (ideal vs. actual lines).

**Figure 3:**
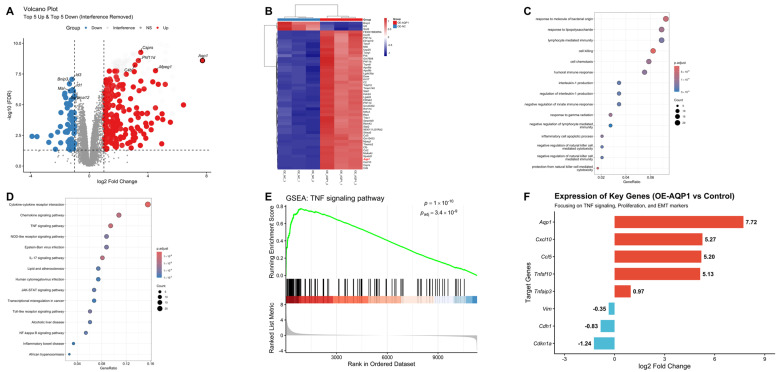
Transcriptomic analysis and pathway enrichment of AQP1-associated genes. (**A**) Volcano plot showing differentially expressed genes between high and low AQP1 expression groups. Top 5 upregulated (red) and downregulated (blue) genes are labeled, with Aqp1 highlighted. (**B**) Heatmap displaying expression patterns of selected genes across samples, clearly distinguishing between oe-NC and oe-AQP1 groups. (**C**) GO biological process enrichment analysis showing significant pathways including lymphocyte mediated immunity, cell killing, chemotaxis, and immune response processes. Dot plot shows gene ratios and adjusted *p*-values. (**D**) KEGG pathway enrichment analysis highlighting TNF signaling pathway, chemokine signaling pathway, cytokine-cytokine receptor interaction, and other immune-related pathways. (**E**) GSEA enrichment plot for TNF signaling pathway (*p* value = 1 × 10^−10^, *p*.adjust = 3.4 × 10^−9^) showing significant positive enrichment. The green curve represents the running enrichment score; black vertical lines indicate the positions of pathway member genes within the ranked gene list; the red-to-blue color bar represents the ranked list metric, with red denoting genes more highly expressed in the OE-AQP1 group and blue denoting genes more highly expressed in the control group. (**F**) Expression levels of key genes focusing on TNF signaling, proliferation, and EMT markers, displaying log2 fold changes for genes including Aqp1, Tnfsf10, Ccl5, Cxcl10, and others. Bar plot of log_2_ fold-change for key genes in OE-AQP1 versus control cells. Red bars indicate upregulated genes (log_2_FC > 0) and blue bars indicate downregulated genes (log_2_FC < 0).

**Figure 4:**
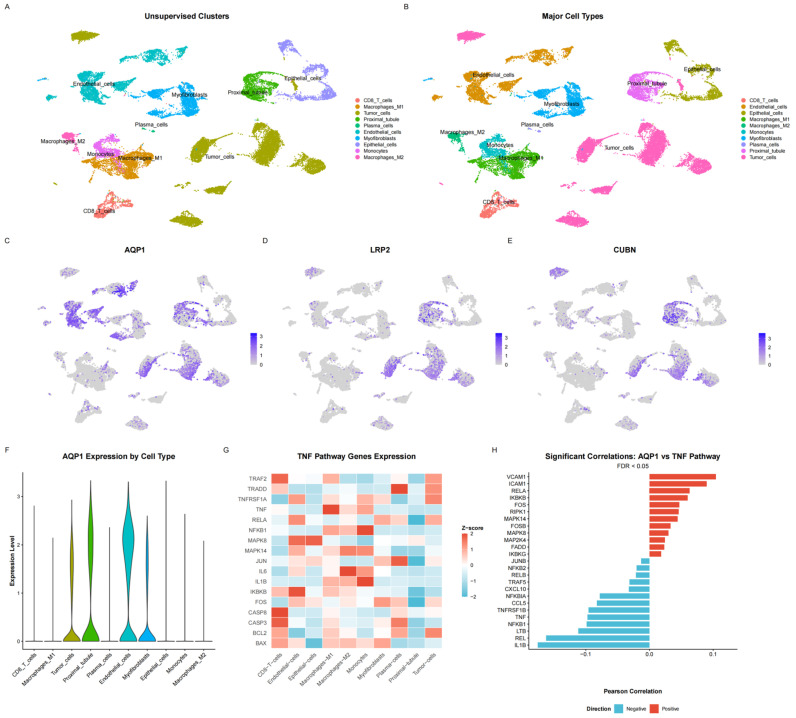
Single-cell RNA sequencing analysis of AQP1 expression in ccRCC. (**A**) UMAP visualization of unsupervised cell clusters identified in the single-cell dataset, showing distinct cell populations. (**B**) Cell type annotation of major cell types including CD8+ T cells, macrophages, tumor cells, proximal tubule cells, plasma cells, endothelial cells, myofibroblasts, epithelial cells, and monocytes. (**C**–**E**) Feature plots showing expression of AQP1 (**C**), LRP2 (**D**), and CUBN (**E**) across different cell types, with expression levels indicated by color intensity. (**F**) Violin plot quantifying AQP1 expression levels across different cell types, showing highest expression in proximal tubule cells and Epithelial cells. (**G**) Heatmap of TNF pathway genes expression across different cell types, displaying Z-scores for genes including BAX, BCL2, CASP3, CASP8, TNF, TNFRSF1A, and others. (**H**) Correlation analysis between AQP1 and TNF pathway genes showing significant correlations (FDR < 0.05) with positive and negative correlations indicated by color coding.

**Figure 5:**
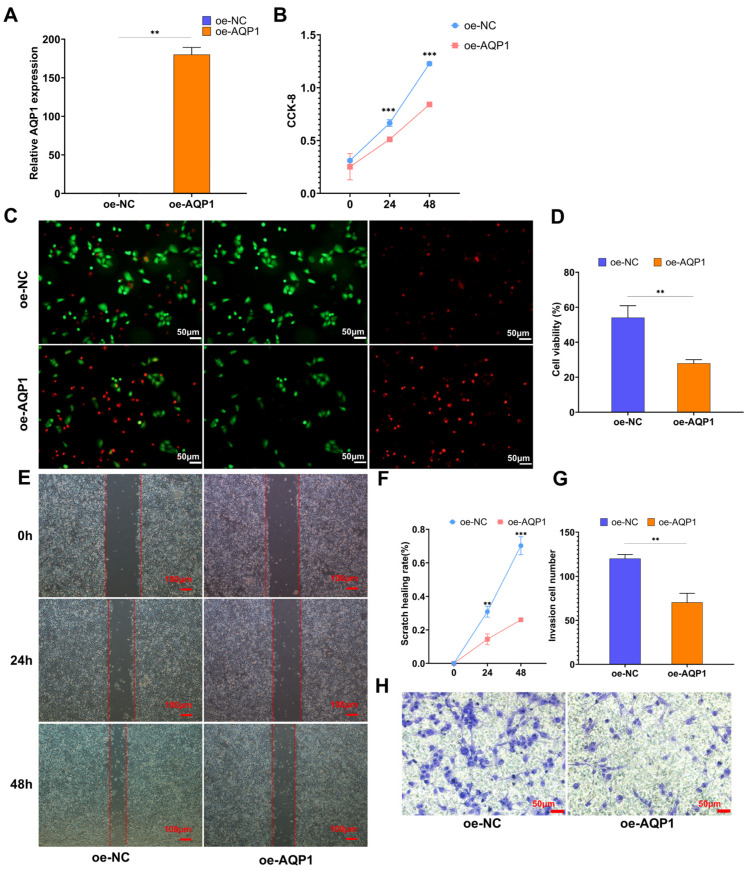
AQP1 overexpression inhibits proliferation, viability, migration, and invasion in vitro. (**A**) Quantitative PCR validation showing successful AQP1 overexpression in oe-AQP1 group compared to oe-NC control. (** *p* < 0.01). (**B**) CCK-8 assay demonstrating significantly suppressed cell proliferation in the oe-AQP1 group at 24 h and 48 h. By 48 h, OD values were markedly lower in the oe-AQP1 group (0.840 ± 0.017) than in the oe-NC group (1.227 ± 0.017) (*** *p* < 0.001). (**C**) Representative fluorescence microscopy images of Calcein-AM/PI staining (live cells in green, dead cells in red; scale bar: 50 μm). (**D**) Quantification of cell viability showing a significant reduction in the oe-AQP1 group (27.97%) compared to oe-NC (54.08%) (*p* = 0.003) (** *p* < 0.01). (**E**) Representative scratch assay images at 0 h, 24 h and 48 h; red dashed lines indicate the scratch wound margins (scale bar: 100 μm). (**F**) Quantification of scratch healing rate over time, showing significantly lower migration in the oe-AQP1 group versus oe-NC control at 24 h (14.44 ± 3.17% vs. 30.89 ± 3.25%, ** *p* = 0.0033) and 48 h (26.02 ± 0.94% vs. 70.21 ± 5.37%, *** *p* < 0.001). (**G**) Quantification of invaded cell number showing significant reduction in the oe-AQP1 group (70.33 ± 10.41) compared to control (120 ± 4.58) (*p* = 0.002) (** *p* < 0.01). (**H**) Representative Transwell invasion images (scale bar: 50 μm). All in vitro data are presented as the mean ± SD from three independent experiments (n = 3); *p* values were calculated by two-tailed unpaired Student’s *t*-test. ** *p* < 0.01, *** *p* < 0.001.

**Figure 6:**
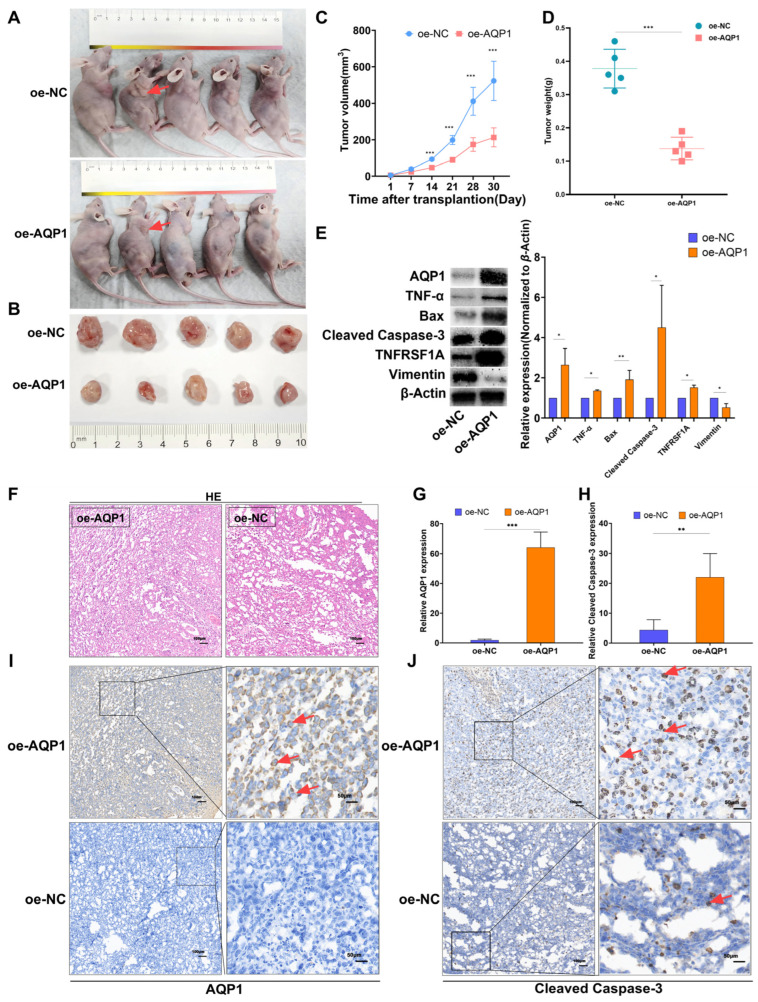
In vivo validation of AQP1 function using xenograft mouse model. (**A**) Representative images of nude mice bearing subcutaneous tumors from oe-NC control and oe-AQP1 groups, showing visible tumor size differences (red arrows indicate subcutaneous tumors). (**B**) Tumor specimen images showing size comparison between groups, with measurements indicated by ruler scale (0–10 cm). (**C**) Tumor volume growth curves over 30 days post-transplantation, demonstrating significantly inhibited tumor growth in the oe-AQP1 group compared to the oe-NC control. By day 30, the mean tumor volume in the oe-AQP1 group (212.88 ± 46.55 mm^3^) was markedly reduced relative to the oe-NC group (522.81 ± 96.45 mm^3^) (*** *p* < 0.001). (**D**) Final tumor weight at day 30 showing significantly reduced tumor weight in the oe-AQP1 group (0.138 ± 0.034 g) compared to the oe-NC control group (0.378 ± 0.058 g) (*** *p* < 0.001), consistent with the observed suppression of tumor growth. (**E**) Western blot analysis of tumor tissues probing for AQP1, TNF-α, Bax, Cleaved Caspase-3, TNFRSF1A, Vimentin, and β-Actin (loading control), with oe-NC and oe-AQP1 groups comparison (** *p* < 0.01, * *p* < 0.05). (**F**) Hematoxylin and Eosin (HE) staining of tumor sections, showing increased structural damage and necrotic areas in the oe-AQP1 group (Scale bar = 100 μm). (**G**) Quantitative analysis of AQP1 immunohistochemical (IHC) staining intensity in tumor sections, showing a significant increase in AQP1 expression in the oe-AQP1 group (*** *p* < 0.001). (**H**) Quantitative analysis of Cleaved Caspase-3 IHC staining intensity, demonstrating enhanced apoptotic activity in AQP1-overexpressing tumors (** *p* < 0.01). (**I**) Representative IHC images of AQP1 in tumor tissues from oe-NC and oe-AQP1 groups. **Left panels**: low magnification (scale bar = 100 μm); **Right panels**: high magnification of the boxed areas (scale bar = 50 μm); red arrows indicate representative AQP1-positive (DAB+) cells. (**J**) Representative IHC images of Cleaved Caspase-3 staining, illustrating the spatial distribution of apoptotic cells in tumor sections. **Left panels**: low magnification (scale bar = 100 μm); **Right panels**: high magnification (scale bar = 50 μm); red arrows indicate representative Cleaved Caspase-3-positive (apoptotic) cells. Animal data are presented as the mean ± SD (n = 5 mice per group); *p* values were calculated by two-tailed unpaired Student’s *t*-test, * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001.

**Table 1:** Tumor volume and weight in the xenograft model at day 30 (mean ± SD, n = 5 per group).

Parameter	oe-NC	oe-AQP1	*p*-Value
Tumor volume (mm^3^)	522.81 ± 96.45	212.88 ± 46.55	<0.001
Tumor weight (g)	0.378 ± 0.058	0.138 ± 0.034	<0.001

**Table 2:** Sample Sizes and Cohort Characteristics.

Dataset	Sample Size	Description
TCGA-KIRC	610	538 tumor, 72 normal (72 paired)
Stage I	271	50.6% of staged tumors
Stage II	58	10.8% of staged tumors
Stage III	123	22.9% of staged tumors
Stage IV	84	15.7% of staged tumors
Survival cohort	532	Tumors with complete clinical data
In vitro RNA-seq	6	3 AQP1-overexpression, 3 controls
scRNA-seq (GSE159115)	27,402	Post-QC cells, 10 annotated cell types

## Data Availability

Publicly available datasets were analyzed in this study. TCGA-KIRC data can be found at the GDC Data Portal (https://portal.gdc.cancer.gov/). Single-cell RNA sequencing data are available in GEO under accession number GSE159115. The raw RNA-seq data generated in this study have been deposited in GEO under accession number GSE327897 and will be publicly released on 31 May 2026.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms27125215/s1.

## Abbreviations

The following abbreviations are used in this manuscript:

AQP1	Aquaporin-1
BCA	Bicinchoninic acid assay
BH	Benjamini–Hochberg
CCK-8	Cell Counting Kit-8
ccRCC	Clear cell renal cell carcinoma
DNMTi	DNA methyltransferase inhibitors
EMT	Epithelial-mesenchymal transition
ERVs	Endogenous retroviruses
HE	Hematoxylin and Eosin
HR	Hazard ratio
ICB	Immune checkpoint blockade
ICI	Immune checkpoint inhibitors
MOI	Multiplicity of infection
NES	Normalized enrichment score
NF-κB	Nuclear factor kappa-light-chain-enhancer of activated B cells
TNFRSF1A	TNF receptor superfamily member 1A

How the deposited data were processed for this re-analysis (not part of the article)

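The data are expected read counts per gene in 6 samples of RENCA cells, 3 transduced with the AQP1 lentivirus (oe-AQP1) and 3 with the negative control lentivirus (oe-NC). The authors prepared Illumina TruSeq libraries from total RNA, sequenced them paired-end and aligned the reads to GRCm39. They deposited the expected counts per gene without scaling between samples, together with 2 columns of group means, which were not used here, and GO and KEGG annotation for each gene. The paper's text does not name the aligner, the read counter or the low-count filter. A gene's expected count can be a fraction where a counter divides reads among genes, and this is stated for those among the genes that the paper names and the largest changes. The deposited table holds 78298 genes, of which 78168 were found in GENCODE M39, the source of the positions, lengths and GC contents used here; 27.95% of the genes carry no symbol and were kept under their identifier. Sample numbers and groups were taken from the sample labels and the paper.

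The expected counts were rounded to whole numbers. The comparison followed the paper's methods (limma-voom, TMM normalization, Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change above 1), with limma 3.58.1 and edgeR 4.0.16 in R 4.3.3. Genes were kept by edgeR's filterByExpr with the group as its argument, which left 15522 genes. Interferon-stimulated and viral defense genes were left out after the test. They were defined from 17 GO terms of the deposited annotation and from gene families, and inflammatory mediators (cytokine and chemokine genes) stayed in. This definition stands in for Table S1, since the copy of that table used here lists 152 of the 154 genes that the paper gives. The families were written down after Table S1 had been read. Some genes outside the interferon response carry one of these GO terms, Vim among them. Conversely, a gene with neither such a term nor such a family name stayed in, whether or not it responds to interferon.

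KEGG pathways and GO terms with 10 to 500 background genes were tested by a one-sided hypergeometric test against the kept genes outside the left-out set that have any pathway or term. GO terms were used as annotated directly, without the ontology. The TNF signaling pathway was tested with fgsea 1.28.0 on genes ranked by log2 fold change, with a fixed seed and 1e-10 as the smallest p it reports, and with camera (preset correlation 0.01, and estimated correlation) and fry. Lists of NF-κB target, p53 target, proliferation, mesenchymal, epithelial, cell death and macrophage marker genes, replication-dependent histone genes, mitochondrially encoded protein genes and interferon genes by GO term were tested with camera and fry.

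The genes named in the text were chosen by a rule: those the paper names for this experiment in its text or Figure 3F, the 12 genes of the TNF row of Table S3, the genes of the proteins measured in the xenografts (1 of which is not reported here), the 5 largest increases and 5 largest decreases among DEGs without overlap between groups and with a mean of at least 10 counts in the higher group, the extremes of each list, and the interferon genes called. Single mitochondrial genes, Rn18s-rs5, and genes named because they ranked above Aqp1, were chosen after their values were seen. Where all samples of the lower group had at most 3 counts, the fold change is given as a lower bound computed against 3 counts.

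Each sample had between 18385714.02 and 21920898.67 expected counts. At this depth a gene with 20 counts per sample lies near 1 CPM, and calls at such counts depend on the filter. In simulated counts with the means, library sizes and spread of the real samples, 192 of 15259 genes tested had a known log2 fold change of 2 or -2. Limma-voom called 98.4% of the 192 in the right direction, and 6 unchanged genes. With edgeR's quasi-likelihood test these values were 99.0% and 7, and with DESeq2 1.42.0 they were 96.4% and 3. Changes near the threshold of 1 were not simulated, so these values do not tell how well such changes are called. For a simulated set of 100 unchanged genes, the permutation test of fgsea gave p = 0.373 and camera p = 0.665.

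The main settings, the alternatives to them, the gene lists and the naming rule were fixed before the data were examined. The alternatives were edgeR's quasi-likelihood test, DESeq2's Wald test and limma-voom with sample quality weights, 3 other scalings, 2 other low-count filters, a block for the sample number, other thresholds, other definitions of the left-out genes, other backgrounds and rankings for the set tests, and leaving out each sample in turn. A further 21 settings were tried after the number of DEGs had been seen to differ from the paper's: only protein-coding genes, unrounded counts, filters on the mean count with and without the restriction to protein-coding genes, and limma-voom on TPM values computed here from the deposited expected counts and GENCODE gene lengths. They are given in the closing section, and the values at the claims do not use them. The qPCR, protein, xenograft, TCGA and single-cell results of the paper were not analysed here.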

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

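The tests of macrophage-lineage cells, library size, GC content and length, and single samples for the interferon genes were set before the result was seen; the test of the transduced populations and those of the mitochondrial genes were chosen after it.

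The paper left out interferon-stimulated and viral defense genes to limit transfection artifacts. It lists their fold changes in Table S1, Ifnb1 and Ifna4 among them. In these data they formed a large part of the difference between the groups. Of the 812 DEGs, 167 belonged to the left-out set. Over the 291 kept genes with one of the 17 GO terms, mediators aside, 131 were higher and 46 lower in oe-AQP1 cells at an FDR under 0.05, and 198 passed when adjusted over the list alone. Their median log2 fold change was 0.18, and 93 of them were upregulated DEGs and 4 downregulated. The set was higher by camera (p = 1.79e-12), by camera with estimated correlation (p = 1.58e-04) and by fry (p = 1.44e-09). In the term for the response to interferon beta, which was singled out after its values were seen, 35 of 44 kept genes were upregulated DEGs and the median was 2.54 (2.47 with genes absent from oe-NC samples set to their lower bound).

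Ifnb1 itself had 264 to 288 counts in oe-AQP1 samples and 3 to 6 in oe-NC samples, a log2 fold change of 5.72 (standard error 0.30, FDR = 2.60e-07 by limma-voom), and from 5.47 to 5.95 with each sample left out in turn. Ifna4 had 23 to 34 counts in oe-AQP1 samples and none in oe-NC samples, so it was at least 8.49-fold higher.

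Several technical explanations for the interferon genes are argued against by the tables. Macrophage-lineage cells in the oe-AQP1 cultures would bring all their abundant transcripts, but 9 of 13 marker genes did not pass the low-count filter and the highest of those 9, Laptm5, had 0.115 CPM in oe-AQP1 cells, while C1qa, C1qb, C1qc, Tyrobp and Adgre1 had no count in any sample. The 4 markers that RENCA cells did express had a median log2 fold change of -0.34, from -1.51 (Csf1r) to 0.15 (Cd68). Under the 3 other scalings the median of the interferon genes was at least 0.18, but these move values too little to decide on library size. After a trend on GC content and gene length was removed that median was 0.20, against at most 0.05 in 1000 random lists matched on both. With each sample left out it was at least 0.15. What stays open is which difference between the cultures the response belongs to. Each group is a single transduced population, and no untransduced cells were sequenced, so a response to AQP1, to the AQP1 transcript or vector, or to a different dose or purity of the viral preparation cannot be told apart. Both groups received a lentivirus, and these genes were also expressed in oe-NC cells, at a median of 5.40 log2 CPM against 6.22 in oe-AQP1 cells. A response to AQP1 itself may be one explanation, and it was not tested.

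The mitochondrial 12S ribosomal RNA, mt-Rnr1 (chromosome M, 70 to 1024), had 21446 to 23439 counts in oe-AQP1 samples and 2114 to 2992 in oe-NC samples, a log2 fold change of 3.11 (standard error 0.08, FDR = 6.14e-10 by limma-voom). It is not named in the paper. The value was at least 2.99 in every fit without 1 sample, so no single sample accounts for it. More mitochondrial ribosomal RNA carried into the oe-AQP1 libraries would also raise the 16S RNA, mt-Rnr2, which changed by 0.27 only (FDR = 0.0108, and 0.0559 without oe-AQP1 sample 3). The count of mt-Rnr1 was a whole number in all 6 samples, against a division of reads with nuclear copies. Another ribosomal RNA gene, Rn18s-rs5, which is not annotated as mitochondrial, was also higher (log2 fold change 0.98, FDR = 9.14e-07 by limma-voom). An effect of library preparation, on the 12S RNA alone or on further RNAs, and a change in the cells stay open and were not tested.

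The 13 mitochondrially encoded protein genes had a median log2 fold change of -1.01. Of these, 10 were lower and 0 higher at an FDR under 0.05, 11 lower and 0 higher at an unadjusted p under 0.05, and 11 passed when adjusted over the list alone. With all samples the largest decrease was that of mt-Nd1 (-1.64), followed by mt-Nd4l (-1.56). With single samples left out, mt-Nd4l fell as far as -1.80 and mt-Nd1 only to -1.74, so their order rested on single samples. The gene mt-Co3 (0.08, FDR = 0.907) did not differ beyond its spread. Its change had the other sign when oe-AQP1 sample 3 (-0.33) or oe-NC sample 3 (-0.31) was left out. Among the fits without 1 sample, the decrease of mt-Atp6 passed only without oe-NC sample 1 (FDR = 4.76e-16, against 0.0563 with all samples). The set was lower by camera (p = 1.79e-08) and fry (p = 7.87e-04) but not past 0.05 by camera with estimated correlation (p = 0.0704). All genes of the mitochondrial chromosome together took 1.71% to 1.76% of the counts in oe-AQP1 samples and 2.37% to 3.00% in oe-NC samples. The median was at most -0.91 in every fit without 1 sample, which argues against a single sample. Under the 3 other scalings it was at most -0.99, but these move values too little to decide on library size. Reads shared with nuclear copies are argued against by the 6 genes with whole-number counts in every sample (mt-Atp8, mt-Cytb, mt-Nd1, mt-Nd4, mt-Nd5 and mt-Nd6), which were all lower at an FDR under 0.05, with a median of -1.21. A candidate explanation is a lower level of mitochondrial transcripts in the oe-AQP1 population, but the state of the cells at harvest, the RNA quality and the library preparation were not tested and stay open.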

How the results depend on the processing

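The direction of each gene named from the paper, of the clustering and of the TNF pathway tests held under every setting they were recomputed under, which excludes the filters on the mean count and the TPM fits. The side of an FDR of 0.05 held for all of these genes but Fas (log2 fold change 0.83, FDR = 0.0531 without oe-AQP1 sample 3). The number of DEGs did depend on the settings. Counts are given first for all DEGs (812) and then for those outside the interferon and viral defense set (645).

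Among the settings fixed in advance, the count became 482 and 339 with at least 10 counts in every sample, 5050 and 4797 with the FDR threshold alone, and 334 and 192 with a test against an absolute log2 fold change of 1. These filters and thresholds change which genes can pass by construction. The others stayed within 1.5 times. Without a low-count filter it was 1136 and 954, with edgeR 804 and 639, and with DESeq2 705 and 539. Across the 6 fits that each left out 1 sample it ranged from 765 to 891 and from 600 to 717. With the mediators left out too it was 628 outside the set, with GO terms alone 715 and with gene families alone 666. Of 812 DEGs, 790 were shared with edgeR, 699 with DESeq2 and 477 with at least 10 counts in every sample.

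Among the settings chosen after seeing the data, it was 506 and 362 with protein-coding genes only. With unrounded counts it was 809 and 642. With a mean of at least 1 count it was 960 and 782 (654 and 503 for protein-coding genes), with at least 10 counts 763 and 600, with at least 20 counts 555 and 396, with at least 30 counts 484 and 328, and with at least 50 counts 407 and 256. With protein-coding genes and means of at least 10, 20, 30 and 50 counts it was 478, 388, 354 and 311 for all DEGs, and 337, 250, 217 and 177 outside the set. With limma-voom on TPM of protein-coding genes with at least 0.1, 0.5, 1 and 2 TPM in 3 samples it was 398, 392, 369 and 339 for all DEGs, and 255, 250, 230 and 201 outside the set. On TPM of all genes it was 701 and 535 with at least 0.1 TPM, 679 and 513 with 0.5 TPM, 604 and 441 with 1 TPM, 535 and 375 with 2 TPM, and 321 and 182 with filterByExpr.

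Aqp1 ranked 1 by log2 fold change except with edgeR (2) and without oe-AQP1 sample 3 (2), so over the fits without 1 sample its rank went from 1 to 2. The cause was not tested. Its log2 fold change ranged from 7.50 to 7.80, and its FDR was at most 9.38e-09.

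The TNF pathway had an adjusted p of 0.665 for over-representation when the interferon set and the mediators were both left out, and a gene set p of 0.083 over the members outside both. Under the other alternatives its adjusted p for over-representation ranged from 1.24e-07 to 2.52e-06, and its gene set p was at most 7.57e-07 except by fry (5.98e-06) and by camera with estimated correlation (0.00454). Across the fits without 1 sample the gene set p ranged from 1.12e-09 to 1.25e-07. By the side of the p threshold, and camera with estimated correlation aside, 8 values for single genes, pathways and lists changed, 5 to weaker (the NF-κB pathway under 2 settings) and 3 to stronger, the latter all with fry in place of camera (the lists of cell death, macrophage marker and mesenchymal genes). With estimated correlation, the lists of proliferation (0.0588), epithelial (0.148) and mitochondrially encoded protein genes (0.0704) and the TNF pathway members outside the interferon set and the mediators (0.0641) no longer passed 0.05.

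The sample numbers do not pair the samples. Deviations from the group means correlated at 0.01, -0.02 and -0.07 between samples of the same number. With the number as a block, limma-voom called 786 DEGs, 621 outside the set, and gave log2 fold changes of 7.67 for Aqp1 and a gene set p of 1.53e-09 for the TNF pathway. The block left Aqp1 at rank 1 and changed no call of the genes named from the paper.

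The depth limits the low genes. Of the 645 DEGs outside the set, 251 had a mean under 20 counts per sample and 36 had at most 3 counts in every sample of the lower group, so that only a lower bound of their change can be given.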

Differences from the paper's values

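The paper reports 283 DEGs after its filter, 220 higher and 63 lower. Here the numbers were 645, 519 and 126. The genes left out are not the same set, since the paper's Table S1 was not used as a filter. Of the 20 alternatives set before the data were examined, 2 came within 1.5 times of the paper's total: at least 10 counts in every sample (339 DEGs, 276 higher and 63 lower) and the test against an absolute log2 fold change of 1 (192 DEGs, 177 higher and 15 lower, the lower ones outside that range). DESeq2 came within it for the lower genes alone (92). The other 18 did not reach the total. Of the 21 settings chosen after seeing the values, 12 came within 1.5 times of the paper's total: protein-coding genes only (362), protein-coding genes with a mean of at least 10 (337), 20 (250) or 30 (217) counts, all genes with a mean of at least 20 (396), 30 (328) or 50 (256) counts, and limma-voom on TPM of protein-coding genes at 0.1 (255), 0.5 (250), 1 (230) and 2 (201) TPM and of all genes at 2 TPM (375). For the lower genes alone, TPM of all genes at 0.5 TPM (84) and 1 TPM (62), and for the higher genes alone TPM with filterByExpr (160), also came within 1.5 times, in settings chosen after seeing the values. With so many settings tried, some come close whatever the paper's method was, and none is put forward as that method. The ranked list of the paper ends at about 11000 genes in Fig. 3E, read by eye, and 15522 genes were ranked here. Over the 151 genes of the partial copy of Table S1 that were matched, the log2 fold changes here and the paper's correlated at 0.996, while average expression here (log2 CPM) and the paper's correlated at 0.935 and differed with an SD of 1.07. These correlations are across genes, which are not independent replicates.

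For Aqp1 the FDR was 1.34e-10 and the paper's is 2.56e-09. Only the fit without oe-NC sample 2 (3.35e-09) came within 1.5 times among the alternatives set before the data were examined, over which it was at most 9.38e-09. For Cxcl10 the log2 fold change was 5.19 and the paper's is 5.27, a difference larger than the replicate SD of 0.0231. No alternative set before the data were examined closed this gap; they ranged up to 5.21 without reaching it.

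For over-representation in KEGG pathways, the adjusted p for TNF signaling was 9.63e-06 and the paper's is 3.58e-06; with DESeq2 it was 2.52e-06, within 1.5 times of the paper's, and the other alternatives set before the data were examined, from 1.24e-07 to 0.665, did not close the gap. For chemokine signaling it was 6.37e-04 against the paper's 8.47e-06, for cytokine-cytokine receptor interaction 2.80e-13 against the paper's 8.47e-06, for IL-17 signaling 1.05e-05 against the paper's 1.73e-05, and for NF-κB signaling 0.0325 against the paper's 7.67e-03. For these 4 pathways none of the alternatives set before the data were examined closed the gap. For the GO term cell chemotaxis the adjusted p was 0.384 and the paper's is 3.25e-04, and none of the alternatives closed the gap.

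For the gene set test of TNF signaling, the p was 3.27e-09 and the paper's is 1e-10, and the adjusted p was 8.66e-08 and the paper's is 3.4e-09. Of the alternatives set before the data were examined, the fit without a low-count filter closed the gap for the adjusted p (4.91e-09) and none did for the p. With protein-coding genes only, a setting chosen after seeing the values, the p was 1e-10, the smallest that the test reports at its setting, and the adjusted p was 4e-09. The paper's p of 1e-10 may be such a limit too, in which case the size of the gap is unknown.

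The paper lists Fas among the DEGs of TNF signaling in Table S3. Here its log2 fold change of 0.98 was under the threshold. It was a DEG with edgeR (1.01), with DESeq2 (1.02), without oe-AQP1 sample 1 (1.06) or 2 (1.05), without oe-NC sample 2 (1.05) and, in a setting chosen after seeing the values, with protein-coding genes only (1.00). The paper states an enrichment of cell killing, protection from NK cell-mediated cytotoxicity and humoral immune response. With directly annotated terms the first held no kept gene and the second 8. Against all genes of the table the second had an adjusted p of 0.00346 and the third one of 1. The paper describes Tnfaip3 as upregulated and Vim and Cdh1 as downregulated; the directions here were the same, and none of these genes was a DEG under the paper's thresholds. The partial copy of Table S1 used here lists Cxcl10, Ccl5, Tnfsf10, Ccl2, Cxcl1, Tnf, Cxcl2 and Ccl20 among the filtered genes, while the paper's text or Table S3 counts each of them toward TNF signaling.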

Other observations

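The hypotheses on gene lists and on the TNF pathway members were set before the results were seen. The counts of splits for the DEGs outside the interferon set and for the TNF gene set test were added after. The rule for the TNF members outside the interferon set and the mediators first used camera and fry. It was made stricter, to need fgsea and camera with estimated correlation as well, after the tests were seen to conflict.

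The 6 samples can be divided into 2 groups of 3 in 10 ways. Only the real division, 1 of the 10, gave as many as 812 DEGs, and likewise 1 of the 10 gave as many as 645 DEGs outside the interferon set; the other 9 gave at most 2. With 10 divisions the share is never under 0.1. At an unadjusted p under 0.05, the other 9 gave 156 to 352 genes and the real one 6644. For the TNF gene set test, 1 of the 10 divisions, the real one, gave as small a p, but the other 9 also gave p-values from 3.44e-09 to 1.78e-04. Each of those still sets 2 samples of one group and 1 of the other against the reverse, so part of the group difference stays in them. Their small p-values say nothing about the real division.

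A hypothesis is that the shift of the TNF pathway rests on the interferon response and its chemokines alone. Over the 77 members outside the interferon set and the mediators, 29 were higher and 12 lower at an FDR under 0.05, with a median log2 fold change of 0.08. Camera gave p = 0.00607, fry p = 4.72e-04, camera with estimated correlation p = 0.0641 and fgsea p = 0.083, so whether the rest of the pathway moves as a set cannot be told apart from members that go both ways. NF-κB target genes outside the interferon set, also without the mediator Ccl20, which shares its GO terms or families, were higher, with 13 higher and 1 lower of 17 at an FDR under 0.05, 14 adjusted over the list alone, and a median of 0.58 (camera p = 4.57e-07, with estimated correlation 0.0244, fry p = 1.12e-04). Leaving out 1 sample kept the median between 0.51 and 0.65. The list was not taken from the paper, which names 3 of these genes, Nfkbia, Icam1 and Tnfaip3. NF-κB activity beyond the genes of the interferon set may be one explanation, as a hypothesis.

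Proliferation genes were lower as a set by camera (p = 0.0168) and fry (p = 2.02e-04) but not with estimated correlation (p = 0.0588), and by a median of -0.04 only. Epithelial genes were lower by camera (p = 0.0115) and fry (p = 0.00183) but not with estimated correlation (p = 0.148). Mesenchymal genes were lower by fry but not by camera (p = 0.136, with estimated correlation 0.361), and their median of -0.07 was 0.02 without oe-AQP1 sample 2. For p53 target genes, 4 were higher and 4 lower of 21 at an FDR under 0.05, 9 adjusted over the list alone, and camera gave an adjusted p of 0.948 (0.0536 by fry, median 0.01), from Cdkn1a at -1.27 to Ddb2 at 1.00. The median was below 0 without oe-AQP1 sample 1 (-0.01) or oe-NC sample 1 (-0.02); a median near 0 over genes that go both ways leaves open whether some p53 targets fell with Cdkn1a. Cell death genes gave p = 0.12 by camera, 0.183 with estimated correlation and 4.25e-04 by fry, with 9 higher and 3 lower of 23, 12 adjusted over the list alone, and a median of 0.01 (0.03 without oe-NC sample 2); the highest was Mlkl (1.19) and the lowest Bbc3 (-0.47). The macrophage markers had p = 0.0611 by camera, 0.13 with estimated correlation and 4.21e-05 by fry, in the direction of lower levels.

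Replication-dependent histone genes were higher in oe-AQP1 cells, with 9 higher and 2 lower of the 22 kept at an FDR under 0.05, 11 adjusted over the list alone, and a median of 0.60 (camera p = 0.0081, with estimated correlation 0.0436, fry p = 3.96e-04), from H2bc12 at -1.33 to H3c11 at 3.83. Over the members that passed the filter without oe-NC sample 1 the median was 0.40. These genes are near-identical copies whose reads a counter can divide, so single members are uncertain, and no explanation was tested.

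In the xenografts, which were not analysed here, the proteins that the paper measured include TNF-α, TNFRSF1A and Bax. In cultured RENCA cells, Tnf had a log2 fold change of 1.87. Tnfrsf1a (-0.08, FDR = 0.272) and Bax (-0.05, FDR = 0.543) did not differ beyond the spread between replicates.

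The fold change of Aqp1 was 207.39 by sequencing, and 163.4 is the paper's value by qPCR in oe-AQP1 against oe-NC cells. Over the alternatives the value by sequencing ranged from 181.62 to 223.48.

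The oe-NC sample 1 differed more from the other oe-NC samples than these did from each other. The chi-square per gene was 9.75 and 11.3 for its pairs and 2.00 for the third pair, against 1.74 to 2.06 among oe-AQP1 samples. The genes of the mitochondrial chromosome took 2.37% of its counts, and 2.98% and 3.00% in the other oe-NC samples. Without it, 891 genes were DEGs. The labels place all 6 samples in one batch, and no explanation was tested.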
